# Transcriptome Analysis Revealed Ameliorative Effects of *Bacillus* Based Probiotic on Immunity, Gut Barrier System, and Metabolism of Chicken under an Experimentally Induced *Eimeria tenella* Infection

**DOI:** 10.3390/genes12040536

**Published:** 2021-04-07

**Authors:** Fareed Uddin Memon, Yunqiao Yang, Imdad Hussain Leghari, Feifei Lv, Ahmed M. Soliman, Weiyu Zhang, Hongbin Si

**Keywords:** *Bacillus subtilis*, *Eimeria tenella*, chicken, transcriptome analysis, immunity, metabolism

## Abstract

In this study, we performed transcriptome analysis in the cecum tissues of negative control untreated non-challenged (NC), positive control untreated challenged (PC), and *Bacillus subtilis* (*B. subtilis*) fed challenged chickens (BS + ET) in order to examine the underlying potential therapeutic mechanisms of *Bacillus* based probiotic feeding under an experimental *Eimeria tenella* (*E. tenella*) infection. Our results for clinical parameters showed that birds in probiotic diet decreased the bloody diarrhea scores, oocyst shedding, and lesion scores compared to positive control birds. RNA-sequencing (RNA-seq) analysis revealed that in total, 2509 up-regulated and 2465 down-regulated differentially expressed genes (DEGs) were detected in the PC group versus NC group comparison. In the comparison of BS + ET group versus PC group, a total of 784 up-regulated and 493 down-regulated DEGs were found. Among them, several DEGs encoding proteins involved in immunity, gut barrier integrity, homeostasis, and metabolism were up-regulated by the treatment of probiotic. Functional analysis of DEGs also revealed that some gene ontology (GO) terms related with immunity, metabolism and cellular development were significantly affected by the exposure of probiotic. Kyoto encyclopedia of genes and genomes (KEGG) pathway analysis showed that the DEGs in the cecum of *B. subtilis*-fed challenged group were mainly participated in the pathways related with immunity and gut barrier integrity, included mitogen-activated protein kinase (MAPK) signaling pathway, toll-like receptor (TLR) signaling pathway, extracellular matrix (ECM)–receptor interaction, tight junction, and so on. Taken together, these results suggest that *Bacillus* based probiotic modulate the immunity, maintain gut homeostasis as well as barrier system and improve chicken metabolism during *E. tenella* infection.

## 1. Introduction

Coccidiosis, one of the most common parasitic disease in chicken caused by seven different intestinal habitual species of the genus *Eimeria*, including *E. tenella*, *E. maxima*, *E. necatrix*, *E. mitis*, *E. brunetti*, *E. praecox,* and *E. acervulina* [1]. *E. tenella* has been found one of the most common and pathogenic species, which occupies in the ceca of chicken and causes sever destruction of cecal epithelial cells and necrosis of the gut barrier, resulting in reduced nutrient absorption, decreased weight gain, and productivity of bird [2,3]. Currently in poultry industry, coccidiosis is mainly controlled by coccidiostats and live vaccines. However, prolonged use of anti-coccidial agents has emerged drug resistance and elevated the public health concerns of food safety regarding drug residues in food and food products. On the other hand, live vaccines are highly expensive to produce, and their use can cause pathogenic strain reversion [4]. In this regard, potential alternatives and safe approaches should be emerged to treat the *Eimeria* infection.

In recent decades, bioactive compounds including probiotics, prebiotics, phytobiotics, antimicrobial peptides, essential oils, and enzyme supplements have been used as alternative therapies to treat various intestinal diseases [5,6]. Among them, probiotics have found to be effective in improving the growth rate, enhancing the activity of gut beneficial bacteria, improving the integrity of gastrointestinal tract, stimulating the innate and acquired immunity and maintaining the gut homeostasis during intestinal infectious diseases [7,8]. *B. subtilis* is a common probiotic and widely used in poultry industry because of its ability to produce spore, which can tolerate the extreme environments such as low and high temperatures, different levels of pH, bile and enzymes encountered in upper gastro-intestinal tract [9]. Previous studies have demonstrated that *Bacillus* based probiotics could enhance the functional activities of immune organs, regulate Th1-Th2 balance, enhance barrier functions, stimulate signaling pathways related with immune activator, thus initiating the specific and nonspecific immunity of the host, and developing the performance of animals [10,11].

Analysis of RNA-sequencing (RNA-seq) is an efficient technique to examine the pathological effects of disease and screening the mechanisms of drugs at tissue and/or cell level by investigating the whole transcriptional responses of host to such pathogen and drug [12]. Several studies have examined the mechanisms of probiotics on transcriptional levels by low-throughput techniques, such as quantitative polymerase chain reaction (qPCR) and/or northern blotting [13,14]. However, the use of these methods is limited and can be explored to measure single gene expression levels [15]. Therefore, the present study was carried out for the first time to examine the efficacy of probiotic to counteract the negative effects of *Eimeria* on chicken gut, a pan genomic analysis of the transcriptomic fingerprint was conducted in the ceca of control chickens, chickens challenged with *E. tenella* in the presence and absence of probiotic treatment.

## 2. Materials and Methods

### 2.1. E. tenella and Probiotic

The strain of *E. tenella* was isolated from the infected ceca of chicken in the field in Guangxi, China, and the oocysts were harvested, sporulated, and stored in the Department of Clinical Veterinary Medicine, Collage of Animal Sciences and Technology, Guangxi University, Nanning, China, as previously described in our study [16].

*Bacillus* based probiotic was purchased from Kangjialong Feed co., LTD China (201906157), contained *B. subtilis* at the concentration of 1 × 10^8^ cfu/g.

### 2.2. Ethical Statement

All experimental conditions for animals were performed according to the guidelines approved by the Animal Care and Use Committee of Guangxi University, Nanning, China. The specific ethical approval code is Gxu-2019-180.

### 2.3. Experimental Design

A total of 63 one-day old Chinese native yellow chickens were purchased from a hatchery and reared in 9 coccidia-free cages with free access to feed and water for up to 28 days. Upon arrival, all chicks were weighed and randomly divided into one of three experimental groups with 21 birds in each group. The three groups consisted of: (1) negative control group (NC), chickens received normal diet; (2) positive control group (PC), chickens received normal diet; (3) *B. subtilis*-fed group (BS + ET), chickens received diet supplemented with *B. subtilis* probiotic throughout the experimental trial (day 1 to day 28 of age) at the dose of 1g/kg of feed. On day 21 of age, the chickens in group PC and BS + ET chickens were challenged with 6 × 10^4^ *E. tenella* sporulated oocysts, whereas the chickens in group NC were gavaged with normal saline to provide same management stress. Challenged and non-challenged groups were housed in two different rooms for avoiding the transmission of disease. Temperature (32 to 34 °C for first week and then decreased by 2 °C per week), humidity (60 to 80%) and light (23 h L:1D) of both rooms were maintained during the entire period of experiment.

### 2.4. Evolution of Clinical Parameters and Sample Collection for RNA-Sequencing 

On day 5, 6, and 7 post-infection (PI), fecal droppings were examined for bloody diarrhea scores (0–4) according to the technique described by Morehouse and Baron [17]. At the same time, fecal samples were collected and collected samples were used to count the oocysts on McMaster chamber slide as previously described by Hodgson [18].

On day 7 post-infection, 3 individual chickens per group were slaughtered by direct heart puncture and their ceca were scored (0–4) for lesions as described by Johnson and Reid [19]. At the same time, approximately 2 cm long cecal tissue samples of all groups were collected for analyzing the whole transcriptional responses to the exposure of probiotic under an induced *E. tenella* infection in chickens.

### 2.5. RNA Extraction

For the extraction of total RNA from all collected samples, a modified TRIzol method [20] was used and the RNA was extracted according to the instructions of TRIzol Kit manual (B518651-0100, Sangon Biotech co, Ltd., Shanghai, China). The purity of RNA was determined using NanoPhotometer^®^ Spectrophotometer (IMPLEN, CA, USA) and the concentration of total RNA was determined with Qubit^®^ 2.0 Fluorimeter by using Qubit^®^ RNA Assay Kit (Life Technologies, South San Francisco, CA, USA). RNA purity and integrity were further measured with Bioanalyzer 2100 system using RNA Nano Assay Kit (Agilent Technologies, Santa Clara, CA, USA). The RNA samples those passed the concentration, purity, and integrity tests without any degradation and contamination were used for transcriptome sequencing.

### 2.6. Library Construction for Illumina Sequencing

A total amount of 1.5 µg RNA per sample was used as input material for the RNA sample preparation. NEBNext^®^ Ultra™ Library Preparation Kit for Illumina^®^ (NEB, Ispawich, CA, USA) was used to generate the sequencing libraries in accordance with the manufacture’s recommendation and index code of each sample was added to attribute sequences. Finally, PCR products were purified (AMPure XP system) and the quality of generated libraries was measured with Bioanalyzer 2100 system.

### 2.7. Clustering and Sequencing

cBOT Cluster Generation System was used to carried out the clustering of index-coded samples by using HiSseq 4000 PE Cluster Kit (Illumina) following manufacture’s manual. After generating the clusters, the paired-end sequencing was performed on Illumia Hiseq 4000 Platform and 150 paired-end reads were generated.

### 2.8. Raw Data Processing and Analysis

Raw data were recorded in a FASTQ format through in-house Perl scripts. In this step, low-quality data such as reads with a linker, poly N and low quality reads were removed to obtain clean data. In addition, the quality parameters of Q20, GC content and repetitive sequence level were measured in order to ensure the accuracy of data analysis. The reference genome was downloaded from the genome website (ftp://ftp.ensembl.org/pub/release102/fasta/gallus_gallus/DNA/Gallus_gallus.GRCg6a.DNA.toplevel.fa.gz). Bowtie v2.0.6 software was used to construct the reference genome index [21] and TopHat v2.0.9 software [22] was used to compare the paired-end clean reads to the reference genome. The HTSeq software was used to count the number of reads mapped to the genome of each sample [23].

### 2.9. Screening of Differentially Expressed Genes

After homogenizing the expression levels of each differential gene by reads per kilo bases per million reads (RPKM), the differentially expressed genes of all experimental groups were screened with DESeq2 software [24] and the standard for the screening was: log 2 fold change ≥ 0.58 and corrected *p*-value < 0.05. The correction of *p*-value was performed according to the method established by Benjamini and Hochberg [25].

### 2.10. Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Enrichment Analysis of Differentially Expressed Genes

The functional enrichment analysis was implemented using GOseq R package [26]. In this step, all significant differentially expressed genes were enriched into GO terms. The analysis of KEGG pathways was carried out using KOBAS (2.0) software [27], in which the DEGs were compared with the KEGG database and all pathways those participated with differentially expressed genes were determined.

### 2.11. Validation of DEGs by qRT-PCR

For the validation of RNA-seq data, 8 DEGs were selected from the comparison of BS + ET versus PC groups. Primers used for the validation are described in Table S1. *β-actin* gene was used as internal reference gene. Quantitative real time PCR (qRT-PCR) for selected DEGs was performed using 2×SG fast qPCR Master mix SYBR-green (B639271-0005, Sangon Biotech co, Ltd., Shanghai, China). The consistency of RNA-seq results was tested and each sample was repeated for 3 times. The transcriptional levels of each gene relative to reference gene were calculated by 2^−ΔΔCt^ method [28].

### 2.12. Statistical Analysis

Collected data of bloody diarrhea, oocyst shedding, and lesion scores were subjected to an analysis of variance (ANOVA) using mixed procedure of SPSS version 20.0 (SPSS Inc., Chicago, IL, USA) and their results in table were presented as least square means with standard error of mean (*n* = 3/group). The results of selected DEGs for validation were subjected to grouped table of Graphpad Prism 5.0 software (Graphpad, San Diego, CA, USA) and analyzed by two-way ANOVA. Significant differences were compared using Tukey test and the statistical difference was accepted at *p* < 0.05.

## 3. Results

### 3.1. Clinical Parameters

The results of clinical parameters are shown in Table 1. No bloody diarrhea scores, oocyst shedding in feces, and cecal lesions were detected in negative control group. The significant low bloody diarrhea scores (4–7 PI), oocyst shedding in feces (4–7 PI) and cecal lesions were observed in *E. tenella* infected group that was fed diet supplemented with *Bacillus* based probiotic compared with that in non-supplemented challenged group.

### 3.2. Data Analysis of Transcriptome

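Cecal tissue of 9 birds was sequenced, 3 per group, and each library came from 1 bird of 28 days of age, sampled 7 days after infection. Birds of the PC and BS + ET groups had each received 60000 sporulated *E. tenella* oocysts at 21 days of age, while the NC birds received saline. The BS + ET birds were fed 1 g of the *B. subtilis* product per kg of diet, and 21 birds were reared per group. The challenged and non-challenged birds were kept in different rooms, so room and challenge cannot be told apart in a comparison with NC. The cage from which each sequenced bird was taken is not given in the sources used here, so cage is not part of any test. The authors filtered the paired-end reads, aligned them to the Ensembl GRCg6a chicken genome with TopHat and counted them on genes with HTSeq. They deposited 1 table with the counts of 19632 genes in the 9 libraries and, beside them, values scaled to gene length and library total (FPKM). The counts, which carry no normalization, were used for all tests. The counts on genes summed to between 13301031 and 13864750 per library in NC (median 13425055), 12510550 and 13165146 in PC (median 12758628), and 12462210 and 13583066 in BS + ET (median 12621070). At least 1 count was found for 19346 genes. Counts were scaled between libraries by edgeR's TMM method, with factors of 0.884 to 0.925 in NC, 0.992 to 1.05 in PC and 1.04 to 1.12 in BS + ET. Expression is given as TMM-scaled CPM, edgeR's unit of counts relative to library size, as mean ± SD of 3 birds. Groups were compared with edgeR's quasi-likelihood test, fitted on all 9 libraries with the Benjamini-Hochberg adjustment. A gene was called up- or down-regulated at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.58, the thresholds stated in the paper, which applied them with DESeq2. The test covered the 14290 genes that passed edgeR's expression filter (a minimum count of 10, scaled to library size, in 3 libraries, and a minimum total of 15).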

To explore the potential molecular mechanisms of *Bacillus* based probiotic in preventing the *Eimeria* infection in chickens, we performed RNA sequencing analysis on the cecal tissue samples in three groups (control negative, *E. tenella* challenged untreated and *E. tenella* challenged treated with probiotic) respectively. As shown in Table 2, RNA sequencing of the nine cecal libraries (three replicate samples/group) generated 19,842,850 to 20,963,369 150 bp paired-end raw reads per library, while the GC content was reached between 46.94% and 51.46%. These findings indicate high abundance of RNA sequencing and relative consistency of GC content for each sample. Following trimming and filtering the reads with adapters, low quality reads and the ratio of poly N greater than 10%, we obtained 18,807,009 to 20,110,347 clean reads that had a length of 52.4 gigabases (Gb). The total comparison rate was about 91.06% and over 86.77% reads aligned uniquely to the reference genome. These findings further confirm the reliability of transcriptome analysis and the accuracy of cecal tissue samples used in the present study.

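Similarity between the libraries was measured as Spearman's rho of log2 CPM across the 14290 tested genes, which are not independent replicates. Within NC, rho was between 0.970 and 0.979 (median 0.974 of 3 pairs), and within PC it was between 0.969 and 0.975. The BS + ET libraries were less alike, with rho between 0.918 and 0.959 (median 0.944). Between the 2 challenged groups rho was 0.891 to 0.957 (median 0.948), and between NC and PC 0.852 to 0.903 (median 0.870). Between BS + ET and NC it was 0.801, 0.808 and 0.821 in the pairs with BS + ET-3 and 0.872 to 0.888 in the other 6 (median of all 9, 0.878). For each of the 9 libraries the most similar library belonged to its own group. Average-linkage clustering into 2 clusters parted NC from the challenged birds, and clustering into 3 set the BS + ET-3 library apart rather than the PC group from the BS + ET group. The first principal component held 53.1% of the variance and separated NC (scores -99.98 to -98.63) from PC (27.7 to 55.2) and BS + ET (42.8, 35.9 and 90.2). The second held 16.5%, with BS + ET-3 at 91.0, the other two BS + ET libraries at 6.04 and -8.00, and PC between -46.6 and -29.7. The gene with the largest share of counts was MT-CO1 in 7 of the libraries, and the largest share of any gene in a library was between 1.01% and 2.27%.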

### 3.3. Differentially Expressed Genes Regulated by the Exposure of E. tenella and Probiotic

In total, 2509 up-regulated and 2465 down-regulated DEGs were detected in the PC group versus NC group; 2322 up-regulated and 2179 down-regulated DEGs were found in the BS + ET versus NC groups, whereas 784 up-regulated and 493 down-regulated DEGs were found in BS + ET group versus PC group (Figure 1A–C and Table S2).

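Of the 14290 genes tested, edgeR called 2596 up-regulated and 2830 down-regulated in PC versus NC, 2570 up-regulated and 2612 down-regulated in BS + ET versus NC, and 577 up-regulated and 342 down-regulated in BS + ET versus PC. The called genes had a median absolute log2 fold change of 1.28 in PC versus NC (median standard error 0.24), 1.32 in BS + ET versus NC (0.25) and 0.89 in BS + ET versus PC (0.18). All 3 values of one group lay above all 3 of the other for 8273 genes (57.9%) in PC versus NC, 7422 (51.9%) in BS + ET versus NC and 4831 (33.8%) in BS + ET versus PC, where chance gives 10%. The 919 genes called in BS + ET versus PC were all of this kind. At an unadjusted p under 0.05, edgeR gave 7395, 7166 and 3767 genes in the 3 comparisons, and its smallest adjusted p was 3.23e-05, 5.61e-05 and 0.0138. The alternative that moved the counts against NC most was a test against a minimum log2 fold change of 0.58 (edgeR's glmTreat), with 2983 genes called in PC versus NC. The same test called 0 genes in BS + ET versus PC, where edgeR gave 1145 genes at an unadjusted p under 0.05. edgeR fitted on only the 6 libraries of BS + ET and PC also called 0 genes, with a lowest adjusted p of 0.0514 and 3594 genes at an unadjusted p under 0.05. DESeq2 on the same 6 libraries called 1013 up-regulated and 663 down-regulated genes, and limma-voom on all 9 libraries called 571 and 409. With no low-count filter, DESeq2 on these 6 libraries gave log2 fold changes within 0.005 of all those in Table S2 of the paper. DESeq2 on only the 2 groups is thus close to the paper's own test. Its calls of genes that the paper lists, here and below, are therefore not independent evidence. DESeq2 on all 9 libraries called 1052 and 686, among them 909 of the 919 genes.
The number of genes called by edgeR in BS + ET versus PC varied with the birds included. Without NC-1, NC-2 or NC-3 it was 562, 576 and 483, and without PC-3 it was 153. Without BS + ET-1, BS + ET-2 or BS + ET-3 it was 277, 989 and 89. Without PC-1 or PC-2 edgeR called 0 genes, with a lowest adjusted p of 0.0731 and 0.0690 and with 2950 and 2888 genes at an unadjusted p under 0.05 (the other tools were not run with a bird left out). The down-regulated genes of PC versus NC numbered 1871 without PC-2. The balance of up- and down-regulated genes varied with the scaling. With total counts in place of TMM, 60.7% of the called genes were up-regulated in PC versus NC (47.8% with TMM), 68.4% in BS + ET versus NC (49.6%) and 85.0% in BS + ET versus PC (62.8%). This scaling moved the median log2 fold change of all tested genes to 0.11 in PC versus NC and 0.26 in BS + ET versus NC. Upper-quartile scaling gave 62.0% and 63.0% up-regulated in the comparisons with NC, with medians of 0.13 and 0.19. Of the 784 genes that Table S2 of the paper lists as up-regulated in BS + ET versus PC, 551 (70.3%) were called up-regulated here, and 309 (62.7%) of its 493 down-regulated genes were called down-regulated. The sign was that of Table S2 for all 781 and 491 of these genes that were tested.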

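The genes called in BS + ET versus PC differed in length, recovered from the ratio of the counts to the FPKM values. Up-regulated genes had a median length of 3278 bases and down-regulated genes 1184.5 bases, against 2370 bases for all tested genes. The order was the opposite in PC versus NC, with medians of 1909.5 bases for up-regulated and 2790 bases for down-regulated genes, and the medians were close in BS + ET versus NC (2224.5 and 2429.5 bases). The tested genes were divided by length into 5 classes of 2858 genes. In the class of 114 to 1426 bases the median log2 fold change was 0.34 in PC versus NC and -0.30 in BS + ET versus PC, and 49 genes were called up-regulated and 204 down-regulated in the latter. In the class of 3657 to 25998 bases the medians were -0.31 and 0.22, with 241 genes called up-regulated and 5 down-regulated in BS + ET versus PC. With this trend removed from each library before the test, edgeR called 284 genes up-regulated and 51 down-regulated in BS + ET versus PC (84.8% up-regulated), of which 314 were among the 919.

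**Figure D1:**
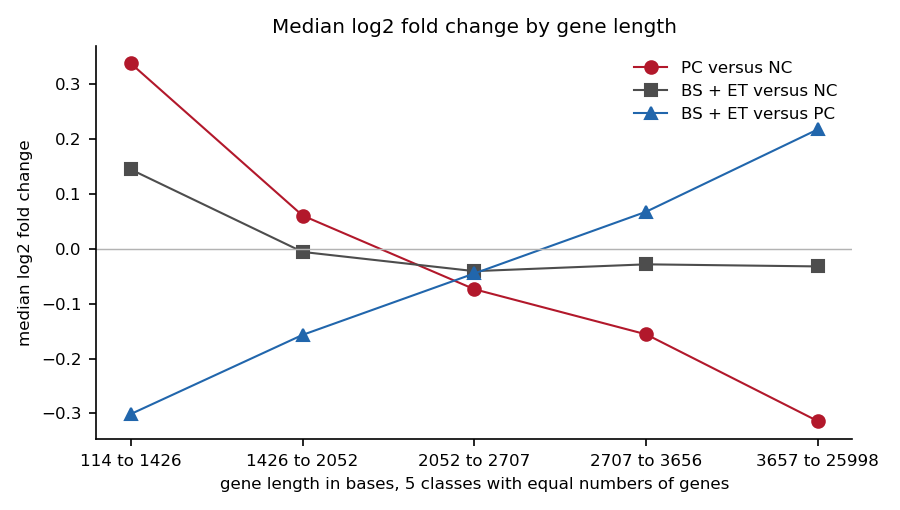
Median log2 fold change (vertical axis) of the tested genes in 5 classes of gene length in bases (horizontal axis), for PC versus NC, BS + ET versus NC and BS + ET versus PC; each point is the median of 2858 genes. From the shortest to the longest class the median goes from 0.34 to -0.31 in PC versus NC, from -0.30 to 0.22 in BS + ET versus PC, and from 0.14 to -0.03 in BS + ET versus NC.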

Several genes encoding proteins involved in immunity were up-regulated in response to probiotic exposure when compared with *E. tenella* challenged untreated group. They mainly include *TNF receptor-associated factor 3* (*TRAF3*), *TNF receptor-associated factor 6* (*TRAF6*), *C-X-C motif chemokine 12* (*CXCL12*), *toll-like receptor 4* (*TLR4*), *toll-like receptor 7* (*TLR7*), *interferon α and β receptor subunit 1* (*IFNAR1*), *AKT serine/threonine kinase 1* (*AKT1*), *inositol 1,4,5-triaphosphate receptor type 2* (*ITPR2*), *interleukin 17 receptor A* (*IL17RA),* and *janus kinase 2* (*JAK2*). 

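All 10 of these genes were higher in every BS + ET bird than in every PC bird, and edgeR called all 10 up-regulated. *CXCL12* (ENSGALG00000041346) was at 67.1 ± 15.3 CPM in NC, 44.6 ± 5.88 in PC and 111 ± 8.62 in BS + ET, a log2 fold change of 1.32 in BS + ET versus PC (standard error 0.18, edgeR adjusted p = 0.0153). *ITPR2* (ENSGALG00000014071) had a log2 fold change of 1.28 (standard error 0.18, edgeR adjusted p = 0.0153), from 70.2 ± 15.5 CPM in PC to 171 ± 15.2 in BS + ET. *TLR4* (ENSGALG00000007001) was at 27.4 ± 5.20 CPM in NC, 26.2 ± 7.84 in PC and 60.7 ± 13.8 in BS + ET, a log2 fold change of 1.21 (standard error 0.26, edgeR adjusted p = 0.0336). *TLR7* (ENSGALG00000016590) rose from 29.7 ± 3.58 to 51.2 ± 11.2 CPM, by 0.79 on the log2 scale (standard error 0.18, edgeR adjusted p = 0.0406). *TRAF3* (ENSGALG00000011389) rose from 12.4 ± 2.49 CPM in PC to 24.3 ± 0.749 in BS + ET, by 0.97 (standard error 0.19, edgeR adjusted p = 0.0250). *TRAF6* (ENSGALG00000007932) rose from 23.8 ± 0.896 to 36.1 ± 0.086 CPM, by 0.60 (standard error 0.13, edgeR adjusted p = 0.0305), and its level in NC, 42.3 ± 4.19 CPM, was higher than in PC. The log2 fold changes of *IL17RA*, *JAK2*, *IFNAR1* and *AKT1* were 0.94, 0.86, 0.69 and 0.67, with edgeR adjusted p between 0.0178 and 0.0411. With each bird left out in turn, the log2 fold changes of *TLR4*, *TRAF3* and *TRAF6* ranged from 0.96 to 1.38, 0.79 to 1.06 and 0.55 to 0.61, and edgeR called them in 2, 4 and 2 of the 9 fits. *CXCL12* and *ITPR2* were called in 7 of these fits and *TLR7* in 1. Of the 10 genes, 6, 7 and 6 were called without NC-1, NC-2 and NC-3, 3 without PC-3, and 4, 8 and 2 without BS + ET-1, BS + ET-2 and BS + ET-3. edgeR called 0 of them without PC-1 or PC-2, although all 10 had an unadjusted p under 0.05, and the lowest adjusted p was 0.0731 and 0.0809. In the edgeR fit on only the BS + ET and PC libraries 0 were called and all 10 had an unadjusted p under 0.05, while DESeq2 on the same libraries and limma-voom on all 9 called all 10. With the trend on gene length removed 6 were called, and *TLR4*, *TLR7*, *IFNAR1* and *JAK2* were not.

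**Figure D2:**
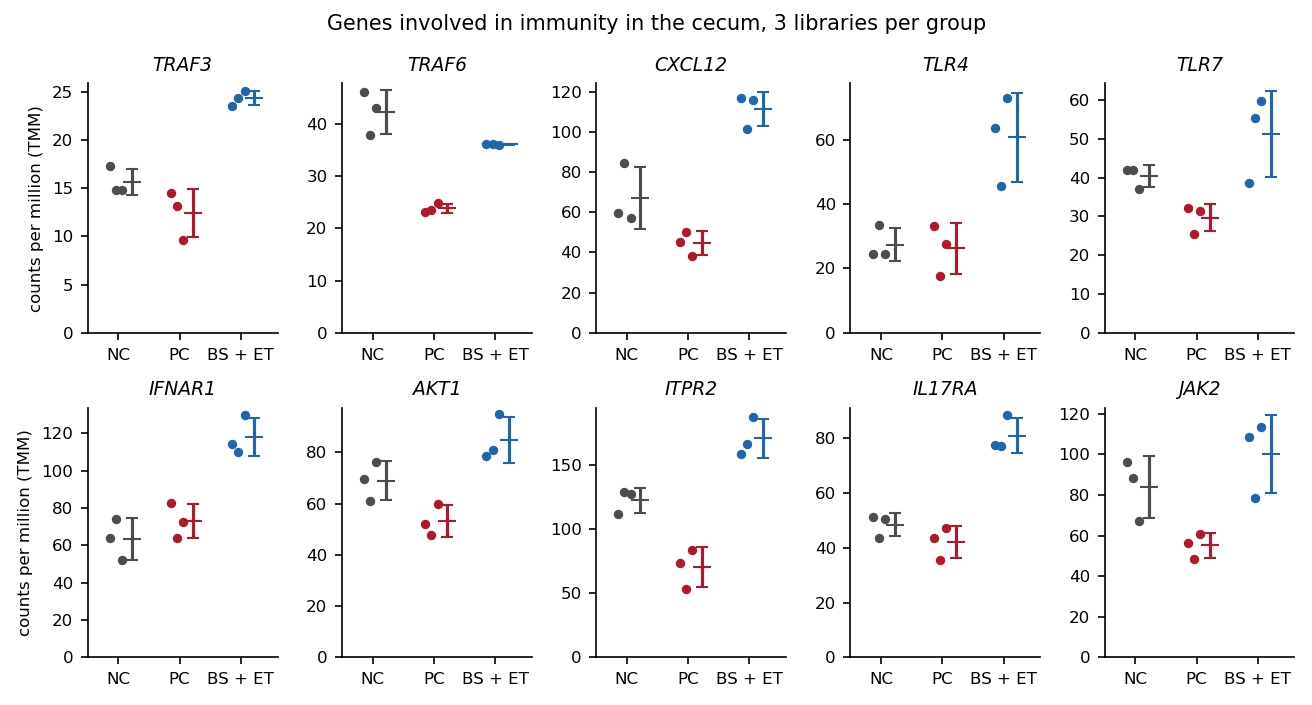
TMM-scaled CPM (vertical axes, from 0) of the 10 genes in NC, PC and BS + ET; points are single birds, and the bar beside them gives the mean and SD of 3 birds. In each panel the 3 BS + ET points lie above the 3 PC points, as in *CXCL12*, with means of 44.6 in PC and 111 in BS + ET.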

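The tight junction gene *TJP1* (ENSGALG00000042552) was at 236 ± 20.6 CPM in NC, 76.8 ± 11.3 in PC and 122 ± 15.7 in BS + ET. It was called up-regulated in BS + ET versus PC, with a log2 fold change of 0.67 (standard error 0.16, edgeR adjusted p = 0.0417), and down-regulated in PC versus NC, with -1.62 (standard error 0.16, edgeR adjusted p = 0.000218). With each bird left out in turn, its log2 fold change in BS + ET versus PC ranged from 0.51 to 0.77. *RDX*, *CLDN5* and *CGNL1* were higher in each BS + ET bird than in each PC bird but did not pass the adjusted threshold. *RDX* (ENSGALG00000017153) rose from 113 ± 16.4 CPM in PC to 180.5 ± 33.1 in BS + ET, by 0.67 on the log2 scale (standard error 0.18, edgeR adjusted p = 0.0531), and was already called up-regulated by 0.72 in PC versus NC (edgeR adjusted p = 0.0107). *CLDN5* (ENSGALG00000001621) rose from 33.5 ± 3.19 to 61.7 ± 15.5 CPM, by 0.88 (standard error 0.25, edgeR adjusted p = 0.0632), and is also in the endothelium list used below. *CGNL1* (ENSGALG00000004294) was at 7.79 ± 0.665 CPM in PC and spread from 9.94 to 35.2 CPM among the BS + ET birds, a log2 fold change of 1.68 (standard error 0.45, edgeR adjusted p = 0.0563). All 4 had an unadjusted p under 0.05 in edgeR with each bird left out. Without BS + ET-2, *TJP1* and *CGNL1* were called, and without each of the other 8 birds in turn edgeR called 0 of the 4. With the trend on gene length removed, and in the edgeR fit on only the BS + ET and PC libraries, edgeR called 0 and all 4 had an unadjusted p under 0.05. DESeq2 on only these libraries called all 4, but it is close to the test by which the paper chose them. Of the 8 tested genes of the epithelium list used below, 7 were lower in BS + ET than in PC and 1 was higher, and edgeR called 0. *CDH1* of this list was at 1349, 573 and 333 CPM in NC, PC and BS + ET, and *CLDN3* at 262, 232 and 111. In BS + ET-3 they were at 25.3 and 7.06 CPM.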

Some genes that maintain gut barrier integrity were also up-regulated with log 2 fold change 0.58: *tight junction protein 1* (*TJP1*), *radixin* (*RDX*), *claudin 5* (*CLDN5*), and *cingulin like 1* (*CGNL1*). 

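*GDF8* (ENSGALG00000039458) had 14, 19 and 85 counts in the 3 BS + ET libraries, 3, 2 and 3 in the PC libraries and 12, 47 and 42 in the NC libraries. The fitted log2 fold change in BS + ET versus PC was 3.71 (standard error 0.91, edgeR adjusted p = 0.0447). The 118 counts in BS + ET against 8 in PC, scaled to the TMM-adjusted library sizes, give a ratio of 13.7 with a 95% confidence interval of 6.74 to 32.5 (exact Clopper-Pearson, counting error only). Without BS + ET-3 the log2 fold change was 2.48 (edgeR adjusted p = 0.120, against 0.00152 to 0.255 over all alternatives with any tool, the latter with glmTreat), and the gene was called in 1 of the 9 fits that leave out a bird, the one without BS + ET-2. *GDF8* was called down-regulated in PC versus NC, with -3.71 (edgeR adjusted p = 0.0105). *NHLRC2* (ENSGALG00000008946) was at 38.7 ± 6.71 CPM in NC, 18.6 ± 3.33 in PC and 31.3 ± 2.33 in BS + ET, a log2 fold change of 0.75 in BS + ET versus PC (standard error 0.18, edgeR adjusted p = 0.0454). It was called in 0 of the 9 fits that leave out a bird, with an unadjusted p under 0.05 in each. *SYK* (ENSGALG00000015216) rose from 12.1 ± 2.15 CPM in PC to 26.1 ± 2.98 in BS + ET, by 1.11 (standard error 0.18, edgeR adjusted p = 0.0198), and was called in 5 of these fits, not without PC-1, PC-2, PC-3 or BS + ET-3. With the trend on gene length removed only *SYK* of the 3 genes was called. The edgeR fit on only the BS + ET and PC libraries called 0 of the 3, with an unadjusted p under 0.05 for each, and DESeq2 on the same libraries called all 3.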

Genes associated with cellular and tissue homeostasis (*MSTN*, also known as *GDF8*, *NHLRC2,* and *SYK*) were showed up-regulated transcriptional levels in group BS + ET when compared with PC group. Furthermore, genes involved in metabolism (*ACSL4*, *ADCY7*, *AGPAT3*, *ATP6AP1*, *BCAT1*, *CAT*, *CDS2*, *DGKD*, *GLS2*, *PIK3CG,* and so on) were also showed up-regulated transcriptional levels in infected group fed probiotic diet compared to that in infected group fed normal diet (Figure 1D and Table S2).

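Of these 10 genes, 7 were called up-regulated in BS + ET versus PC, and all 10 were higher in each BS + ET bird than in each PC bird. *ADCY7* (ENSGALG00000003837) was at 27.6 ± 2.27 CPM in PC and 61.8 ± 9.72 in BS + ET, a log2 fold change of 1.16 (standard error 0.15, edgeR adjusted p = 0.0138). *BCAT1* (ENSGALG00000013177) rose from 17.7 ± 2.24 to 44.1 ± 5.14 CPM, by 1.32 (standard error 0.17, edgeR adjusted p = 0.0145). *ACSL4* (ENSGALG00000008088) rose from 44.3 ± 3.61 to 93.0 ± 25.0 CPM, by 1.07 (standard error 0.18, edgeR adjusted p = 0.0210). *CDS2*, *ATP6AP1*, *GLS2* and *AGPAT3* had log2 fold changes of 0.72, 0.74, 0.81 and 1.06, with edgeR adjusted p between 0.0218 and 0.0377. *CAT* (ENSGALG00000030187) was not called, with a log2 fold change of 0.81 (standard error 0.37, edgeR adjusted p = 0.198); its level spread widely in NC (129 ± 67.8 CPM). *DGKD* and *PIK3CG* were not called either, with 0.62 (edgeR adjusted p = 0.0800) and 0.67 (edgeR adjusted p = 0.0751). *PIK3CG* (ENSGALG00000008081) was at 124 CPM in NC, 44.8 in PC and 71.1 in BS + ET. Of the 10 genes, 4 were called without NC-1, 4 without NC-2, 4 without NC-3, 2 without PC-3, and 3, 6 and 3 without BS + ET-1, BS + ET-2 and BS + ET-3. edgeR called 0 without PC-1 or PC-2, with 9 and 8 of them at an unadjusted p under 0.05. The edgeR fit on only the BS + ET and PC libraries called 0, with all 10 at an unadjusted p under 0.05, and DESeq2 on these libraries called all 10. Of the 27 genes named for immunity, barrier integrity, homeostasis and metabolism, 21 were called over all genes tested and 26 when adjusted over the list alone. The paper chose the list on these libraries, so the latter count is not independent evidence. Against NC, 23 of the 27 were lower in PC, 11 of them called down-regulated, and 1 gene was called up-regulated. Both comparisons share the PC libraries, and the genes were chosen as higher in BS + ET than in PC. This by itself favours lower values in PC, so these counts do not show a reversal.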

### 3.4. Gene Ontology Enrichment Analysis for Unique Differentially Expressed Genes

In order to examine the mechanism of probiotic supplementation at genetic level, 1277 differentially expressed unique genes were processed for GO enrichment analysis between PC and BS + ET groups. 

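Table S3 of the paper lists 2639 gene ontology (GO) terms for the up- and down-regulated genes of BS + ET versus PC, each with the genes found under it. Few of the genes carried an annotation. The table places 75 of the 784 up-regulated genes in its biological process part (9.57%), 76 in cellular component (9.69%) and 71 in molecular function (9.06%). Of the 493 down-regulated genes it places 66 (13.4%), 69 (14.0%) and 68 (13.8%), against a background of 2000, 2104 and 1878 annotated genes. The terms with p under 0.05 for the up-regulated genes rest on 60 genes in biological process, 21 in cellular component and 29 in molecular function. By symbol, 56, 20 and 28 of these could be matched to the count table, and edgeR called 30, 6 and 14 of them up-regulated here. For the down-regulated genes the terms rest on 49, 43 and 47 genes, of which 41, 37 and 38 could be matched and 25, 26 and 24 were called down-regulated. No enrichment was tested here, since the genes annotated to each term are not listed in the sources used.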

A total of 118, 4 and 10 GO terms of up-regulated DEGs, while 136, 24 and 25 GO terms of down-regulated DEGs were significantly enriched in biological process, cellular component, and molecular function (Table S3). Top 30 enriched GO terms of up-regulated DEGs are presented in Figure 2. GO terms that were enriched in biological process, included regulation of lipid metabolic process, cellular lipid catabolic process, cell surface receptor signaling pathway, cell differentiation, transforming growth factor β receptor signaling pathway, α-β T cell activation, enzyme linked receptor protein signaling pathway, chemotaxis, taxis, and cellular developmental process.

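The genes that Table S3 lists under these terms were looked up in the edgeR fit of BS + ET versus PC. The paper had chosen them as up-regulated on the same libraries, so their medians, here and for the terms below, are positive by selection. Under cell differentiation, 25 of 28 listed genes could be matched by symbol, 15 were called up-regulated, and their median log2 fold change was 1.11. Under cell surface receptor signaling pathway, 19 of 21 were matched and 10 were called, with a median of 0.92. Enzyme linked receptor protein signaling pathway had 10 of 12 genes matched and 6 called (median 0.90). Chemotaxis and taxis list the same 8 genes, of which 6 were matched and 5 called (median 1.17). The terms on lipids rest on few genes: regulation of lipid metabolic process lists 5, of which 1 was called (median 1.23), and cellular lipid catabolic process lists 4, of which 2 were called (median 1.25). Transforming growth factor β receptor signaling pathway had 4 of 5 genes matched and 2 called (median 1.17), and α-β T cell activation 3 of 4 matched and 1 called (median 1.11).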

GO terms associated with cellular components were extracellular region, extracellular region part, collagen trimer, extracellular space, P-body, extracellular matrix, membrane raft, membrane region, membrane microdomain and cell surface.

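Under extracellular region Table S3 lists 21 genes, of which 20 were matched and 6 called up-regulated by edgeR in BS + ET versus PC, with a median log2 fold change of 1.46. Extracellular region part had 14 of 15 genes matched and 4 called (median 1.48), and extracellular space 12 of 13 matched and 4 called (median 1.54). Collagen trimer rests on 3 genes, of which 1 was called (median 2.02).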

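Genes that Table S3 lists under its terms for molecular function were looked up in the same fit of BS + ET versus PC. Protein kinase activity, phosphotransferase activity and kinase activity hold the same 8 genes, of which 6 were called up-regulated by edgeR (median log2 fold change 0.82). All 3 genes under non-membrane spanning protein tyrosine kinase activity were called (median 0.86). Molecular function regulator had 14 of 15 genes matched and 4 called (median 1.02), and signaling receptor binding 10 of 11 matched and 4 called (median 1.36). Growth factor binding had 1 of 5 genes called and SMAD binding 1 of 3, with medians of 0.92 for both. Glycosaminoglycan binding had 4 of 5 genes matched and 2 called (median 1.53). Peptidase inhibitor activity rests on 3 genes with a median of 1.11, of which edgeR called 0, though all 3 had an unadjusted p under 0.05 and DESeq2 on only the BS + ET and PC libraries called all 3.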

Top ten GO terms that were enriched in the category of molecular function, including growth factor binding, glycosaminoglycan binding, SMAD binding, non-membrane spanning protein tyrosine kinase activity, molecular function regulator, protein kinase activity, phosphotransferase activity, alcohol group as acceptor, signaling receptor binding, kinase activity and peptidase inhibitor activity.

### 3.5. Analysis of KEGG Pathways

To examine the pathways affected by probiotic feeding, 1277 DEGs were then mapped to the KEGG database for pathways enrichment analysis. Figure 3 shows the KEGG pathways that were enriched in BS + ET group compared to PC group. Phosphatidylinositol signaling system, AGE-RAGE signaling pathway in diabetic complications, MAPK signaling pathway were the most significantly enriched of up-regulated DEGs. 

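Table S4 lists 108 pathways for the up-regulated genes of BS + ET versus PC, 26 of them with p under 0.05, and gives no corrected p for them. Its genes were looked up in the edgeR fit, and each of the genes it lists as up-regulated in these 3 pathways was higher in BS + ET than in PC. The paper chose these genes on the same libraries, so their medians, here and below, are positive by selection. That choice also favours genes that are low in PC, and PC versus NC uses the same PC libraries. In the phosphatidylinositol signaling system, 13 of the 15 listed genes were called up-regulated, with a median log2 fold change of 0.86 (range 0.62 to 1.32), and 7 of the 15 were called down-regulated in PC versus NC. The exceptions were *DGKD* and *DGKQ*, the latter at 0.80 (edgeR adjusted p = 0.0537). In the AGE-RAGE signaling pathway 9 of 13 genes were called, with a median of 0.92 (range 0.67 to 2.08), and 5 were called down-regulated in PC versus NC. Those not called were *NOX4* at 1.28, *COL1A2* at 1.41, *PRKCE* at 0.82 and *TGFBR2* at 0.92, with edgeR adjusted p between 0.0535 and 0.0626. *DGKQ* and *NOX4* are named here after their values were seen. In the MAPK signaling pathway 18 of 23 genes were called, with a median of 0.84 (range 0.60 to 1.77). Leaving out single birds changed these counts, which are given here in the order of the 3 pathways. They were 10, 5 and 13 without NC-1, 12, 7 and 11 without NC-2, and 10, 5 and 10 without NC-3. Without PC-3 they were 4, 1 and 6, without BS + ET-1 5, 3 and 7, without BS + ET-2 11, 10 and 15, and without BS + ET-3 3, 1 and 3. Without PC-1 or PC-2 edgeR called 0, with 15, 13 and 23 and with 15, 13 and 22 genes at an unadjusted p under 0.05. With the trend on gene length removed 7, 3 and 8 were called, and DESeq2 on only the BS + ET and PC libraries called 15, 13 and 22.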

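The genes listed in Table S4 as up-regulated in BS + ET versus PC were counted for 6 further pathways. edgeR called 9 of the 10 genes of the toll-like receptor signaling pathway, 10 of the 11 of the NOD-like receptor signaling pathway and 10 of the 15 of cytokine–cytokine receptor interaction. It called 6 of the 10 genes of ECM–receptor interaction, 5 of the 9 cell adhesion molecules and 7 of the 12 of tight junction. For these 6 pathways and the MAPK signaling pathway together Table S4 lists 74 different genes as up-regulated. All 74 were higher in BS + ET than in PC and 52 were called up-regulated over all genes tested, against 73 when adjusted over the list alone, a list the paper chose on these libraries. The 22 genes not called had log2 fold changes of 0.57 to 3.23 and edgeR adjusted p between 0.0501 and 0.176. Of the 74 genes 30 were called down-regulated and 5 up-regulated in PC versus NC, a direction that the choice of the genes and the shared PC libraries favour by themselves. Without NC-1, NC-2 or NC-3 edgeR called 27, 32 and 29 of the 74, without PC-3 10, and without BS + ET-1, BS + ET-2 or BS + ET-3 18, 42 and 9. Leaving out PC-1 or PC-2 it called 0, with 71 and 70 of the genes at an unadjusted p under 0.05. The edgeR fit on only the BS + ET and PC libraries called 0 with all 74 at an unadjusted p under 0.05, while DESeq2 on the same libraries called 73, and with the trend on gene length removed edgeR called 22. Table S4 also lists 12 genes of these pathways as down-regulated in BS + ET versus PC, 6 in MAPK signaling, 3 in NOD-like receptor signaling, 2 in tight junction and 1 in toll-like receptor signaling. All 12 were lower in BS + ET than in PC (median log2 fold change -0.90, range -1.62 to -0.66), and edgeR called 6 of them, 2 with the trend on gene length removed, and DESeq2 on only the 2 groups all 12. With a bird left out edgeR called 0 (without PC-1 or PC-2, with all 12 at an unadjusted p under 0.05) to 3.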

Other pathways such as toll-like receptor signaling pathway, nucleotide-binding oligomerization domain-like (NOD-like) receptor signaling pathway, cytokine–cytokine receptor interaction, extracellular matrix (ECM) receptor interaction, cell adhesion molecules (CAMs) and tight junction were also significantly enriched (Table S4).

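The sheets of Table S4 for PC versus NC list 146 pathways for up-regulated and 152 for down-regulated genes, of which 7 and 14 pass the paper's corrected p. Among those of the up-regulated genes, cytokine–cytokine receptor interaction lists 50 genes, and edgeR called 42 of them up-regulated here, with a median log2 fold change of 1.81. The same 50 genes had a median of 2.02 in BS + ET versus NC and of 0.08 in BS + ET versus PC. Phagosome lists 33 genes, of which 31 were called (median 1.53), and cell adhesion molecules 26, of which 23 were called (median 1.83). Among the pathways of the down-regulated genes, all 31 genes listed under Peroxisome were called down-regulated (median -1.41), as were all 24 of the PPAR signaling pathway (median -1.67). The MAPK signaling pathway appears on both sheets, with 38 up-regulated genes, 31 of them called, and 37 down-regulated genes, 34 of them called. The toll-like receptor signaling pathway lists 21 up-regulated genes, 19 of them called, and 12 down-regulated, all called. Tight junction lists 18 up-regulated genes, all called, and 26 down-regulated, 24 of them called. For the down-regulated genes of BS + ET versus PC, Table S4 lists 14 genes under Ribosome, of which 13 were called down-regulated (median -0.77) and 8 were called up-regulated in PC versus NC. These counts are for the main fit only, and the 2 comparisons share the PC libraries. With the trend on gene length removed edgeR called only 51 genes down-regulated in BS + ET versus PC, and without PC-1 or PC-2 it called 0. The PC versus NC sheets of Table S3 were not used here.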

GO terms and KEGG pathways enrichment analysis between NC and PC groups were also carried out and their results are shown in Tables S3 and S4.

### 3.6. Validation of DEGs by qRT-PCR

In order to verify the reliability of RNA-seq data, 4 up-regulated (*TRAF3*, *TRAF6*, *TLR4*, and *TLR7*) and four down-regulated DEGs (*ND1*, *COX3*, *COX16,* and *GPX1*) were selected for qRT-PCR. 

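In the sequencing data *ND1* (ENSGALG00000042750) was at 1772 ± 298 CPM in NC, 2653 ± 112 in PC and 1404 ± 56.8 in BS + ET, a log2 fold change of -0.92 in BS + ET versus PC (standard error 0.18, edgeR adjusted p = 0.0259). Without each of PC-1, PC-2, PC-3, BS + ET-1 and BS + ET-3 in turn *ND1* was not called, and with each bird left out its log2 fold change ranged from -0.98 to -0.89. *COX3* (ENSGALG00000035334) was at 4525 ± 1476 CPM in NC, 9639 ± 161 in PC and 4670 ± 307 in BS + ET. Its log2 fold change of -1.05 in BS + ET versus PC did not pass the threshold (standard error 0.27, edgeR adjusted p = 0.0509), and without NC-1 it was called (edgeR adjusted p = 0.0374, against 1.56e-13 to 0.467 over all alternatives with any tool, the latter with glmTreat). *COX16* (ENSGALG00000020449) was at 10.3 ± 1.41, 10.7 ± 0.578 and 5.93 ± 1.33 CPM in the 3 groups and was not called in BS + ET versus PC, with -0.85 (standard error 0.24, edgeR adjusted p = 0.0654). *GPX1* (ENSGALG00000028204) was at 265 ± 31.9 CPM in NC, 672 ± 106 in PC and 312 ± 41.5 in BS + ET, a log2 fold change of -1.11 (standard error 0.18, edgeR adjusted p = 0.0187). It was not called without PC-1, PC-2, PC-3 or BS + ET-3, and its log2 fold change ranged from -1.25 to -1.01. DESeq2 on only the BS + ET and PC libraries called *COX3* and *COX16*. All 4 are shorter than the median tested gene, and with the trend on gene length removed *ND1* was at -0.62 and *GPX1* at -0.75, neither called. *ND1* and *COX3* are encoded in the mitochondrial genome, and their reads can be shared with copies in the nuclear genome. *ACTB* (ENSGALG00000009621), the reference gene of the qRT-PCR, was at 5883 ± 278 CPM in NC, 9663 ± 894 in PC and 8888 ± 1164 in BS + ET. It did not differ between BS + ET and PC, with a log2 fold change of -0.12 (edgeR adjusted p = 0.747), and was called up-regulated by 0.72 in PC versus NC (standard error 0.21, edgeR adjusted p = 0.0229), though not without PC-1.

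**Figure D3:**
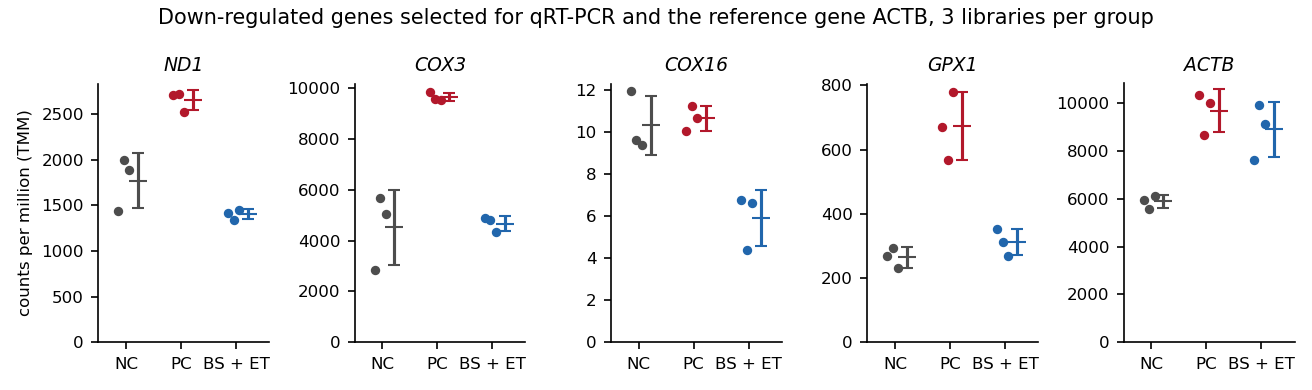
TMM-scaled CPM (vertical axes, from 0) of *ND1*, *COX3*, *COX16*, *GPX1* and the reference gene *ACTB* in NC, PC and BS + ET; points are single birds, and the bar beside them gives the mean and SD of 3 birds. The PC points of *ND1*, *COX3*, *COX16* and *GPX1* lie above the BS + ET points, as in *GPX1*, with means of 672 and 312, while those of *ACTB* overlap.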

Our results revealed that the obtained fold change values by qRT-PCR were highly consistent with the values of RNA-seq (Figure 4). The consistency between qRT-PCR and RNA-seq indicate the reliability of transcriptome analysis.

## 4. Discussion

Bloody diarrhea scores, oocyst counting in feces, and lesion scoring are considered the main clinical observations for examining the severity of *Eimeria* infection. In the present study, increased bloody feces, oocyst shedding in feces, and cecal lesions were observed in *E. tenella* challenged untreated birds. These findings indicated that *Eimeria* infection induced gut inflammation thereby increased the blood in feces, oocyst shedding and cecal lesions. However, for the *E. tenella* challenged birds, bloody diarrhea scores, oocyst shedding in feces, and cecal lesions were significantly decreased with *B. subtilis* feeding when compared with that in infected untreated birds. These results are in line with the findings of other studies that reported that supplementation of probiotic reduced bloody feces, oocyst excretion, and lesions during coccidia infection [29,30]. These beneficial effects imply that the probiotic feeding reduces the gut inflammation caused by *Eimeria*.

It is well known that *Eimeria* infection alters nutrient digestion and absorption, perturbs physiological, and metabolic homeostasis in gut and depresses immune system of host [31,32]. Several studies have shown that the probiotic microbes improve nutrient digestibility, maintain gut homeostasis by balancing gut microbiota, improve gut barrier integrity, defend against various intestinal pathogen invasion and adhesion, and modulate humoral and cellular immunity [33,34]. Based on these modes of actions of probiotics microbes, transcriptome analysis was performed to examine the beneficial effects of probiotic in response to the deleterious effects of *Eimeria* infection. Our results for DEGs revealed that several genes encoding proteins involved in immunity, gut barrier integrity, homeostasis, and metabolism were up-regulated in the cecum samples of the infected birds that received probiotic diet when compared with infected birds fed normal diet. These results are in great agreement with the previous findings that showed that probiotic feeding modulated DEGs associated with immunity, homeostasis, and metabolism when the whole transcriptome analysis was carried out in the gut tissue samples of chickens [35], piglets [36], and fishes [37]. Beneficial microbes are well known to modulate immune and metabolic related genes as well as pathways that positively influence the physiological status and overall performance of the host [38]. Furthermore, early exposure of probiotic microbes plays an essential role in developing the immune components that have long lasting effects on the physiology of host [39].

To understand the functions of DEGs and their interaction with the biological pathways, GO and KEGG analysis were performed. Our results demonstrated that various GO terms and KEGG pathways related with immunity, barrier integrity, and metabolism were significantly enriched in the probiotic supplemented group when compared with control positive untreated group. The major enriched KEGG pathways were MAPK signaling pathway, toll-like receptor signaling pathway, NOD-like receptor signaling pathway, cytokine–cytokine receptor interaction, cell adhesion molecules, ECM–receptor interaction, tight junction, and some metabolic pathways (Figure 3 and Table S4).

Immune system plays a key role in protecting the host from invading pathogens. During the course of infection, multiple signaling pathways are activated in immune cells, which confer defense mechanism against pathogens. Toll-like receptor, NOD-like receptor (NLR) and MAPK signaling pathways are considered the 1st line defense mechanism against pathogens and function in the regulation, proliferation, and survival of immune cells [40,41]. The stimulation of TLR and NLR in response to pathogen invasion leads to activate innate immune cells such as macrophages and neutrophils, repair damaged tissues, and trigger other signaling pathways such as MAPK signaling pathway, which control several cellular activities in immune system and regulate inflammatory cytokines [41]. The initiation of these cytokines then triggers the activities of chemokines and/or adhesion molecules at the sites of infection to clear the pathogens [42]. In the present experiment, 10, 11, 23, and 15 up-regulated DEGs were enriched in toll-like receptor signaling pathway, NOD-like receptor signaling pathway, MAPK signaling pathway, and cytokine–cytokine receptor interaction in response to probiotic treatment when compared with non-treated challenged group (Figure 5). These findings suggest that the supplementation of *B. subtilis* possibly triggered the toll-like receptor signaling pathway and NOD-like receptor signaling pathway, which resulting activation of MAPK signaling pathway and cytokines to confer the defense mechanism against *Eimeria*.

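The genes listed as up-regulated in Table S4 for the toll-like receptor signaling pathway had a median log2 fold change of 0.75 in BS + ET versus PC (range 0.60 to 1.21), and 3 of the 10 were called down-regulated in PC versus NC. The gene not called was *CD80*, at 0.80 (edgeR adjusted p = 0.0515). The 11 genes of the NOD-like receptor signaling pathway had a median of 0.93 (range 0.60 to 1.58), and *ANTXR1*, at 1.58 (edgeR adjusted p = 0.0553), was not called. In the MAPK signaling pathway *DUSP16*, *CRKL*, *TGFBR2*, *MKNK1* and *ANGPT1* were not called, with log2 fold changes of 0.65 to 0.92 and edgeR adjusted p between 0.0501 and 0.0964, and 9 of the 23 genes were called down-regulated in PC versus NC. The 15 genes of cytokine–cytokine receptor interaction had a median of 1.01, the highest of these 4 pathways. Of its cytokines *IFNG* (1.48, edgeR adjusted p = 0.118) and *CCL1* (1.01, edgeR adjusted p = 0.0722) were not called, nor were the receptors *IL2RA* (1.23), *TGFBR2* (0.92) and *GHR* (0.88). With single birds left out, the counts of called genes for the toll-like receptor, NOD-like receptor and cytokine–cytokine receptor pathways were 4, 5 and 3 without NC-1, 6, 6 and 5 without NC-2, and 3, 5 and 6 without NC-3. They were 1, 2 and 2 without BS + ET-1 and 6, 6 and 10 without BS + ET-2. Of the toll-like receptor genes edgeR called 0 without each of PC-1, PC-2, PC-3 and BS + ET-3, with all 10 at an unadjusted p under 0.05, and of the NOD-like receptor and cytokine–cytokine receptor genes it called 2 and 2 without PC-3 and 1 and 1 without BS + ET-3. Without PC-1 or PC-2 it called 0 of these as well, with all 11 and 14 of 15 at an unadjusted p under 0.05. DESeq2 on only the BS + ET and PC libraries called 10, 11 and 15 genes of the 3 pathways, and with the trend on gene length removed edgeR called 3, 4 and 5. From the up-regulated genes in these pathways the paper proposes that *B. subtilis* feeding triggered toll-like receptor and NOD-like receptor signaling, which in turn activated MAPK signaling and cytokines in defense against *Eimeria*.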

Cell adhesion molecules are protein structures located on the surfaces of cells, which function in binding the cell with other cell or cell with ECM [43]. ECM comprises several structural and functional macromolecules that function in morphogenesis of tissues and organs and maintain the function and structure of cells and tissues. Interactions between cells and ECM are initiated by cell surface associated components or transmembrane molecules, which control various cellular activities such as adhesion, proliferation, migration, and differentiation [44]. The cell to cell and/or cell to ECM interaction is mainly takes place at the site of tight junctions (TJs) that block the paracellular pathways between epithelial cells and form physical barriers against microbial infections. However, a large number of pathogens target the cell adhesion molecules in order to invade epithelial cells and disrupt epithelial integrity to access the deeper tissues for dissemination. Therefore, maintaining these processes is essential to sustain the cellular activities and epithelial integrity [45]. The enriched DEGs in cell adhesion molecules, ECM–receptor interaction, and tight junction (Figure 6) herein imply that *B. subtilis* has ability to maintain the structures and functions of cells and epithelial integrity regardless of *Eimeria* challenge.

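The 10 genes listed as up-regulated in Table S4 for ECM–receptor interaction had the highest median log2 fold change of the pathways examined, 1.47 in BS + ET versus PC (range 0.57 to 3.33), and 5 of them were called down-regulated in PC versus NC. Such medians cover only genes chosen as up-regulated on these libraries, so they do not measure the whole pathway. *COL1A2*, *PELO* (0.57, edgeR adjusted p = 0.176) and a pair of genes without a symbol, ENSGALG00000019761 (3.23) and ENSGALG00000042388 (2.58), were not called. The 9 genes listed as cell adhesion molecules had a median of 0.88 (range 0.67 to 1.84). Those not called were *NEGR1* (1.71, edgeR adjusted p = 0.0824), *ICOSLG* (0.67, edgeR adjusted p = 0.0553), *CD80* and *CLDN5*. The 12 genes of tight junction had a median of 0.85 (range 0.67 to 1.68), 4 of them were called down-regulated in PC versus NC, and *RDX*, *PRKCE*, *RUNX1* (0.79, edgeR adjusted p = 0.104), *CLDN5* and *CGNL1* were not called in BS + ET versus PC. The counts of called genes, in the order ECM–receptor interaction, cell adhesion molecules and tight junction, were 3, 2 and 4 without NC-1, 4, 2 and 5 without NC-2, and 4, 2 and 4 without NC-3. They were 3, 3 and 3 without BS + ET-1, 4, 3 and 7 without BS + ET-2, and 3, 1 and 2 without BS + ET-3. Without PC-3 edgeR called 2 genes of tight junction and 0 of the other 2 pathways, with all 9 cell adhesion genes and 9 of the 10 ECM genes at an unadjusted p under 0.05. Without PC-1 or PC-2 it called 0 in the 3 pathways, with 9, 9 and 11 genes at an unadjusted p under 0.05. With the trend on gene length removed it called 3, 2 and 3, and DESeq2 on only the BS + ET and PC libraries called all 10, 9 and 12. The 8 tested epithelium genes had a median of -0.98 in BS + ET versus PC (-0.41 without BS + ET-3) and were not called as a list. The rises in these pathways therefore do not by themselves show a maintained epithelium.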

## 5. Conclusions

In summary, positive effects on bloody diarrhea scores, oocyst shedding, and lesion scores due to probiotic feeding exhibit potential therapeutic mechanisms. Transcriptome analysis revealed that several DEGs and GO terms related with immunity, homeostasis, barrier system, and metabolism were affected by the exposure of probiotic. Moreover, supplementation of *B. subtilis* activated MAPK signaling pathway, toll-like receptor signaling pathway, NOD-like receptor signaling pathway, cytokine–cytokine receptor interaction, cell adhesion molecules, ECM–receptor interaction, and tight junction, which improve the immunity and maintain gut barrier integrity following *Eimeria* infection. These findings provide evidence that *B. subtilis* can ameliorate *Eimeria* infection and can be used as an alternative to anti-coccidial drug.

## Figures and Tables

**Figure 1:**
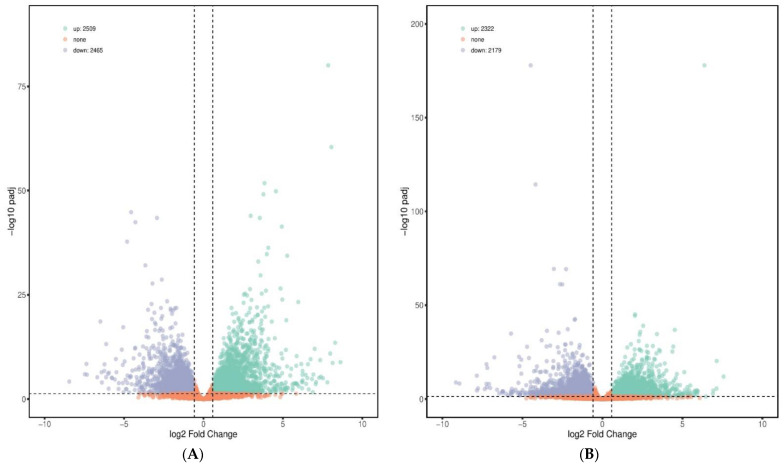

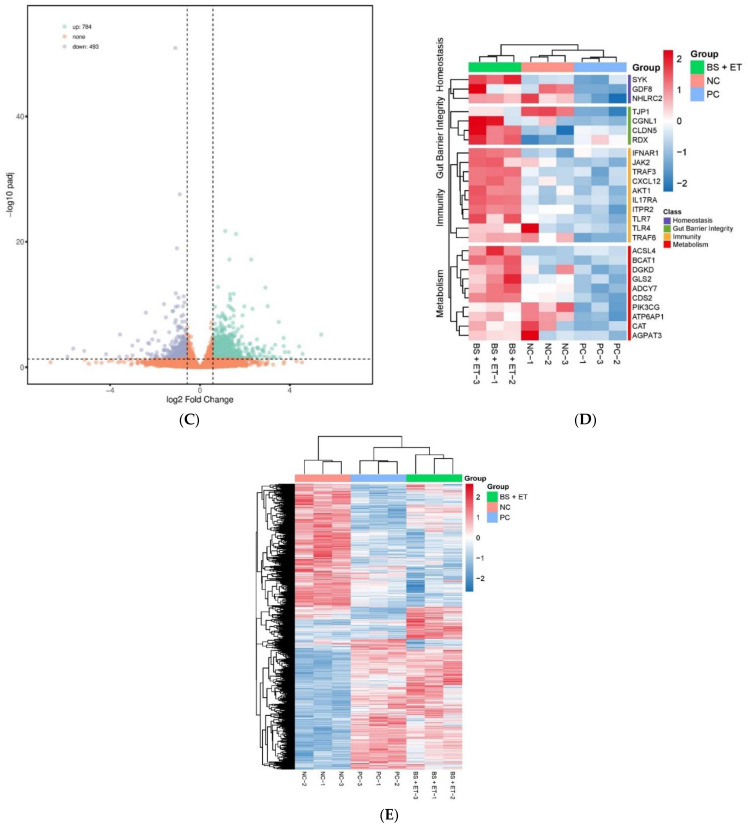
Results of differentially expressed genes (DEGs) affected by treatments. (**A**) The number of DEGs (up-regulated and down-regulated) in the PC group versus NC group comparison. (**B**) The number of DEGs (up-regulated and down-regulated) in the BS + ET group versus NC group comparison. (**C**) The number of DEGs (up-regulated and down-regulated) in the BS + ET group versus PC group comparison. **(D)** Results of DEGs related with metabolism, immunity, homeostasis, and gut barrier integrity. **(E)** Cluster analysis of DEGs between NC, PC, and BS + ET groups.

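In each comparison the 3 up-regulated and the 3 down-regulated genes with the smallest p are given, among called genes with a symbol whose groups do not overlap. In PC versus NC *EXFABP* (ENSGALG00000043064) had the smallest p of these genes. It was at 9.58 ± 0.854 CPM in NC and 2124 ± 762 in PC, a log2 fold change of 7.79 (standard error 0.34, edgeR adjusted p = 3.23e-05). *CDK2AP2* and *INAFM2* were up-regulated by 3.53 and 3.48, and *TENM3*, *BTBD1* and *ABCG2* had log2 fold changes of -2.70, -1.77 and -2.75. In BS + ET versus NC *EXFABP*, *SLC1A6* and *INAFM2* were up-regulated by 6.34, 4.49 and 3.12, and *BTBD1*, *AIG1* and *CEPT1* were at -1.78, -2.38 and -2.36. These calls against NC were made by edgeR with each of the 9 birds left out in turn. In BS + ET versus PC *TENM3* (ENSGALG00000030065), *PLXNC1* (ENSGALG00000011309) and *CYP7B1* (ENSGALG00000029435) were up-regulated by 1.59, 1.88 and 2.26. *OST4*, *MRPS22* and *NDUFA2* were at -1.10, -1.02 and -1.13, and *OST4*, of 114 bases, lies at the short end of the tested genes. The edgeR adjusted p of these 6 genes was 0.0138 to 0.0145, and they were called with each bird left out except PC-1 or PC-2. *TENM3* was at 99.6 ± 13.8 CPM in NC, 15.4 ± 0.967 in PC and 46.1 ± 2.63 in BS + ET. *EXFABP* was also called down-regulated in BS + ET versus PC, by -1.45 (edgeR adjusted p = 0.0219), but not without PC-1, PC-2, BS + ET-1 or BS + ET-3.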

**Figure 2:**
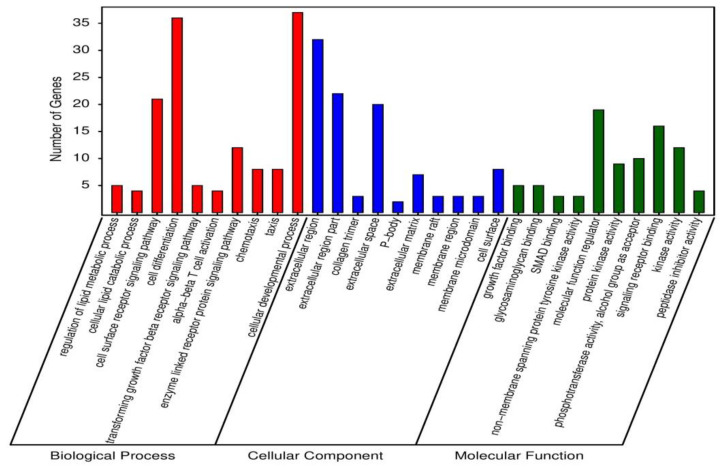
Top 30 GO terms enriched of up-regulated DEGs in BS + ET group versus PC group.

**Figure 3:**
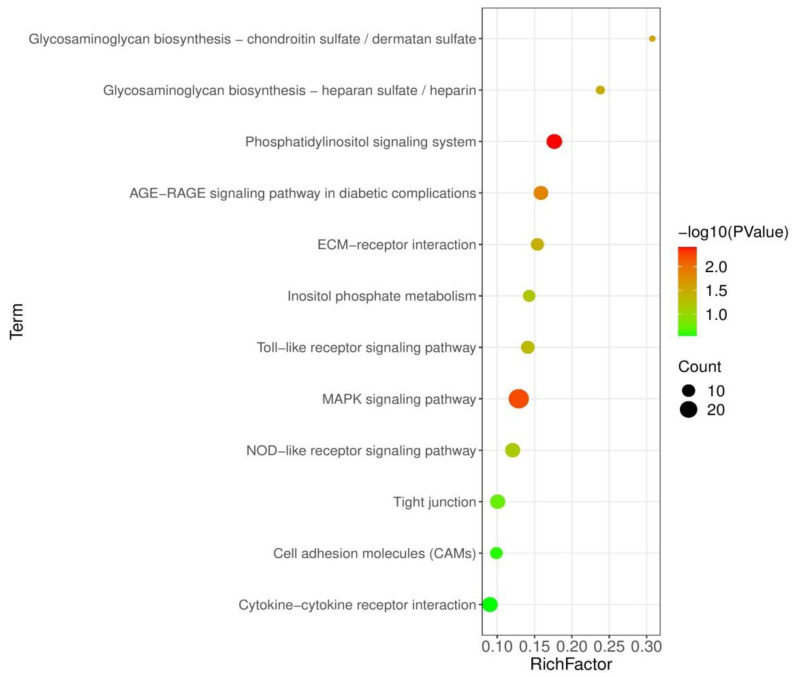
KEGG pathways significantly modulated in BS + ET group versus PC group comparison.

**Figure 4:**
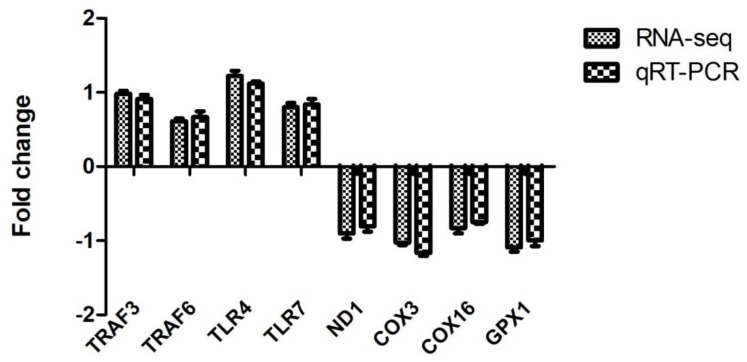
Validation of RNA-seq by qRT-PCR.

**Figure 5:**
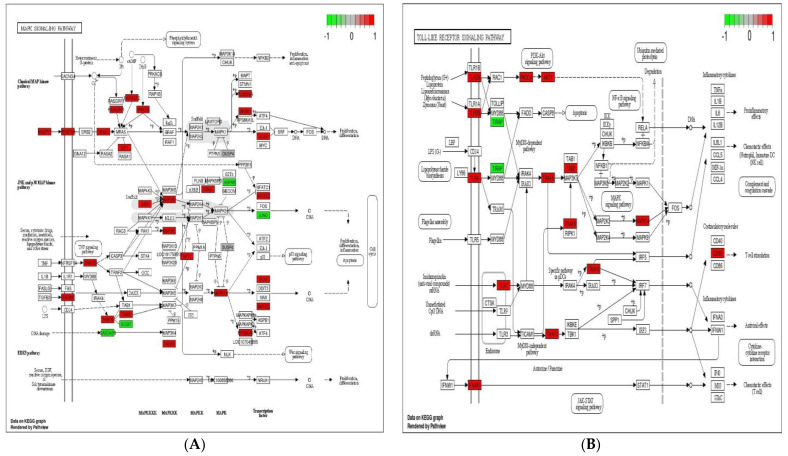

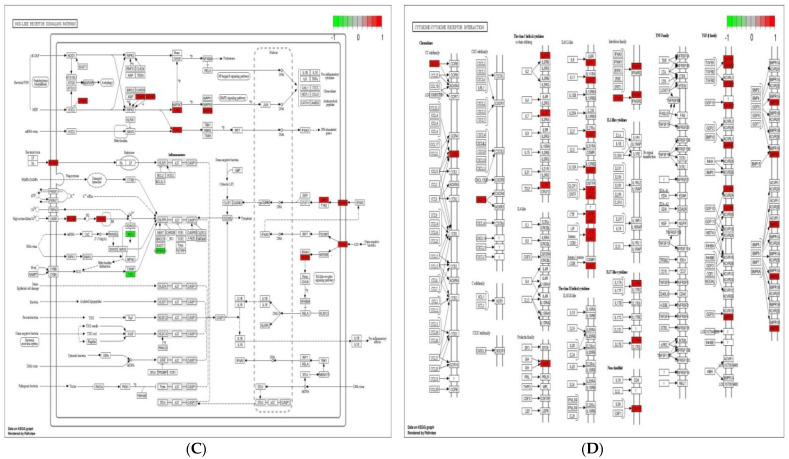
Significantly modulated KEGG pathways in BS + ET group versus PC group comparison. (**A**) Expression patterns of the DEGs of MAPK signaling pathway. (**B**) Expression patterns of the DEGs of toll-like receptor signaling pathway. (**C**) Expression patterns of the DEGs of NOD-like receptor signaling pathway. (**D**) Expression patterns of the DEGs of cytokine–cytokine receptor interaction. Highlighted genes with red color represent up-regulated expression patterns and highlighted genes with green color represent down-regulated expression patterns.

**Figure 6:**
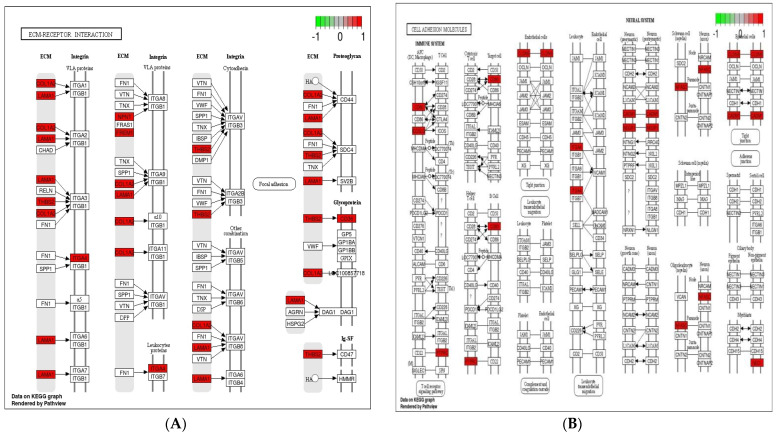

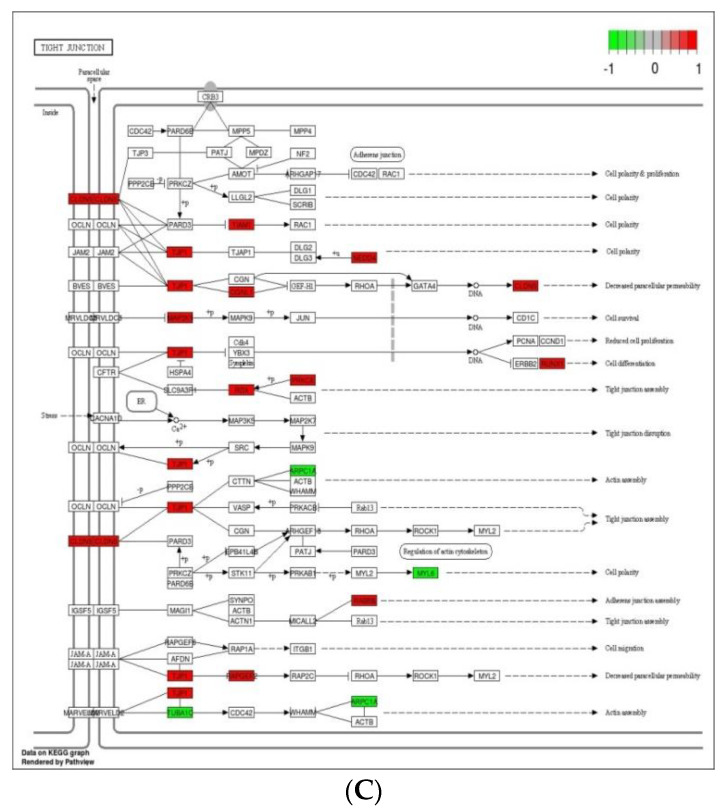
Significantly modulated KEGG pathways in BS + ET group versus PC group comparison. (**A**) Expression patterns of the DEGs of ECM–receptor interaction. (**B**) Expression patterns of the DEGs of cell adhesion molecules. (**C**) Expression patterns of the DEGs of tight junction. Highlighted genes with red color represent up-regulated expression patterns and highlighted genes with green color represent down-regulated expression patterns.

**Table 1:** Effects of *B. subtilis* on bloody diarrhea scores, oocyst shedding, and lesion scores.

Parameters		Groups	
	NC	PC	BS + ET
**Lesion scores (Grade)**			
Day 7 post-infection	0.00 ± 0.00 ^c^	3.00 ± 0.00 ^a^	1.66 ± 0.33 ^b^
**Bloody diarrhea scores**			
Day 5 post-infection	0.00 ± 0.00 ^c^	2.33 ± 0.33 ^a^	1.33 ± 0.33 ^b^
Day 6 post-infection	0.00 ± 0.00 ^c^	3.33 ± 0.33 ^a^	1.66 ± 0.33 ^b^
Day 7 post-infection	0.00 ± 0.00 ^c^	3.00 ± 0.57 ^a^	1.33 ± 0.33 ^b^
**Oocyst counting (OPG/g × 10^3^)**			
Day 5 post-infection	0.00 ± 0.00 ^c^	34.00 ± 2.51 ^a^	20.33 ± 1.20 ^b^
Day 6 post-infection	0.00 ± 0.00 ^c^	51.33 ± 4.05 ^a^	28.66 ± 2.18 ^b^
Day 7 post-infection	0.00 ± 0.00 ^c^	77.66 ± 2.90 ^a^	37.33 ± 3.17 ^b^

Superscript letters (^a–c^) show significant difference. Results are presented as mean ± standard error of mean (*n* = 3). NC = Negative control untreated non-challenged group; PC = positive control untreated challenged group; BS + ET = *B. subtilis*-fed challenged group.

**Table 2:** Summary of RNA-sequencing results and quality data output.

Sample	Raw Reads	Raw Bases (G)	Clean Reads	Clean Bases (G)	Q20 (%)	GC Content (%)
NC-1	20,395,539	6.12	19,319,443	5.80	97.28	46.94
NC-2	19,948,996	5.98	18,807,009	5.64	97.73	47.16
NC-3	20,615,240	6.18	19,233,599	5.77	97.49	48.18
PC-1	20,963,369	6.29	19,772,595	5.93	96.96	51.25
PC-2	19,983,927	6.00	19,174,592	5.75	96.94	50.95
PC-3	20,852,755	6.26	20,110,347	6.03	96.86	51.46
BS + ET-1	20,851,951	6.26	20,048,311	6.01	96.79	51.06
BS + ET-2	19,842,850	5.95	18,763,598	5.63	97	51.19
BS + ET-3	20,570,711	6.17	19,463,192	5.84	96.92	50.16
Sum	184,025,338	55.51	174,692,686	52.4		

## Data Availability

The metadata, processed data and raw data associated with this study have been deposited in GEO NCBI under the accession number GSE166905 that can be accessed for review with the secure token: qxqpgacqvrepjkp.

## Supplementary Materials

The following tables are available online at https://www.mdpi.com/article/10.3390/genes12040536/s1, Table S1: Primers used for the validation of RNA-seq by qRT-PCR. Table S2: DEGs affected by treatments, Table S3: GO terms affected by treatments: Table S4: KEGG pathways affected by treatments.

# Supplementary material for: Transcriptome Analysis Revealed Ameliorative Effects of Bacillus Based Probiotic on Immunity, Gut Barrier System, and Metabolism of Chicken under an Experimentally Induced Eimeria tenella Infection
**Source:** Genes (Basel). 2021 Apr 7;12(4):536. doi: 10.3390/genes12040536
**Supplement:** Supplementary file 1

**Table 1:** Primers used for the validation of RNA-seq by qRT-PCR

| **Genes** |  | **Primer Sequence (5_3_)** | **Gene Bank ID** |
| --- | --- | --- | --- |
| *β-actin* | F | GAGAAATTGTGCGTGACATCA | L08165 |
|  | R | CCTGAACCTCTCATTGCCA |  |
| *TRAF3* | F | CCAGCTCTCAGCAGCAGGAGACA | BX935958 |
|  | R | TCAGCACGAGGACACGGAAGC |  |
| *TRAF6* | F | ATGGAAGCCAAGCCAGAGTT | XM015287208 |
|  | R | ACAGCGCACCAGAAGGGTAT |  |
| *TLR4* | F | AGTCTGAAATTGCTGAGCTCAAAT | NM001030693 |
|  | R | GCGACGTTAAGCCATGGAAG |  |
| *TLR7* | F | CCTGACCCTGACTATTAACCAT | NM001011688 |
|  | R | CGTAAAGTAGCAGGAAGACCC |  |
| *ND1* | F | ACCATTCCCCCTTGCAGACC | AB753758.1 |
|  | R | GGCTCGAAGGGCTCCGATTA |  |
| *COX3* | F | TCAAGCCTAGCCCCAACACC | KC847975.1 |
|  | R | TGCTGTGGTGAGCCCATGTA |  |
| *GPX1* | F | AACCAATTCGGGCACCAG | HM590226 |
|  | R | CCGTTCACCTCGCACTTCTC |  |
| *COX16* | F | GGAGCGGTTCCGCAAACTG | [NM_001197057.1](https://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=308080013) |
|  | R | TGAGCAAACTCACGGAGTCCA |  |

How the deposited data were processed for this re-analysis (not part of the article)

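RNA sequencing of cecal tissue from 9 chickens was re-analysed, 3 each from the NC, PC and BS + ET groups, sampled 7 days after infection. The authors filtered paired-end reads with their own programs, aligned them to the Ensembl GRCg6a genome with TopHat and counted them on genes with HTSeq. The version, mode and strand setting of HTSeq are not given in the sources used here. The authors deposited 1 table with the read count of each gene in each library and, beside it, FPKM values, which are the counts divided by gene length and library total. Both units were tested on the table. The counts are whole numbers without normalization, and the ratio of count to FPKM gives 1 length per gene, a whole number of bases within 0.00114, for the 19346 genes with at least 1 count. All 9 libraries and all columns were used, and each library was matched to its group by its label. Of the gene symbols, 16 stand on more than 1 line of the table, so genes were handled by their Ensembl identifiers.

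Counts on genes ranged from 12462210 to 13864750 per library. This depth gives a gene at 10 CPM more than 100 counts per library, and confidence intervals for ratios of low counts cover counting error only. No library was a copy of another: the counts of each pair within a group differed by more than sampling noise. The 9 libraries were compared in 1 fit with edgeR's quasi-likelihood test, with TMM scaling, edgeR's expression filter (minimum count 10, minimum total 15), 1 coefficient per group and no block. Benjamini-Hochberg adjustment covered the 14290 tested genes of each comparison. A call needed an adjusted p under 0.05 and an absolute log2 fold change of at least 0.58. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. CPM values are scaled by TMM, and log2 CPM carries a prior count of 0.5. A share of counts compared between 3 and 3 birds was tested with a two-sided exact permutation test, whose smallest possible p is 0.10. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.

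The test, its samples, its thresholds, the alternatives, the lists of marker genes and the rule for naming genes were set before the data were examined. The paper and its Tables S2 to S4 had been read by then. The rule names 4 kinds of genes: those the paper names in its results and *ACTB*, in each comparison the 3 up-regulated and 3 down-regulated genes with the smallest p among called genes with a symbol and groups that do not overlap, the genes listed in Table S4 for 7 pathways that were not called, and the marker genes. The values in Table S2 of the genes named by the paper and of those in Table S4 had been seen when the rule was written.

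The alternatives were scaling by RLE, by upper quartile and by total counts, no filter beyond 1 count, a filter of at least 10 counts in every library, DESeq2 on all 9 libraries and on only the 2 groups compared, limma-voom, edgeR on only the 2 groups, the replicate number as a block, the trend on gene length removed, these last 2 together, mitochondrial genes left out, a test against a minimum log2 fold change of 0.58 (glmTreat), an adjusted p under 0.01, no limit on the fold change, and each of the 9 libraries left out. The length trend was removed as an offset from a loess curve (span 0.5) of each library's deviation on log2 gene length. DESeq2 on only the 2 groups with no filter was added after the data were seen. GC content of the genes was not analysed here, since no genome sequence was used. The paper's Table 2 gives a lower GC content for each NC library than for each challenged library. An effect of GC content on the comparisons with NC thus stays open.

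The tests were tried on simulated data with 3 groups of 3 libraries, in which 197 of 14093 genes were changed between BS + ET and PC. NC was simulated equal to PC. Each planted change was larger than 0.89, the median absolute log2 fold change of the genes called in BS + ET versus PC, so smaller changes were not tried. edgeR found 127 of them (64.5%) with 4 false calls, DESeq2 on all libraries 158 (80.2%) with 60 false calls, and limma-voom 121 (61.4%) with 3. DESeq2 on only the 2 groups found 152 of 192 (79.2%) with 80 false calls, and edgeR on only the 2 groups 114 (59.4%) with 4. Removal of a planted length trend brought Spearman's rho from 0.486 to -0.0025.

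Lists of marker genes for 14 tissues, cell types or states were tested with camera (limma, preset inter-gene correlation 0.01) on log2 CPM, with Benjamini-Hochberg adjustment over the lists of a comparison, and again with fry and with an estimated correlation. The lists are skeletal muscle, smooth muscle, erythrocyte, T cell, B cell and plasma cell, macrophage, heterophil, endothelium, fibroblast and matrix, epithelium, enteric neuron and glia, adipocyte, liver, and cell cycle. The skeletal muscle list was prompted by genes seen in Table S2. Genes were matched to Tables S2 to S4 by symbol or identifier. No enrichment was tested, since the genes annotated to each term or pathway were not at hand. The sheets of Tables S2 and S3 for PC versus NC and lists shortened in the copy of Table S4 were not used here. Clinical scores and qRT-PCR values were not analysed here.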

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

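The tests of the lists with camera, fry and an estimated correlation, with the length trend removed and with each library left out, were set in advance. Chosen only after the result was seen were the tests of a smaller share of epithelium, and the use of the others to weigh a single library or, beyond the T cell genes, the length trend as the cause. Of the genes tested in the marker lists, the paper's text names only *CLDN5*, in the endothelium list. What set the lists below apart is a level above that in NC. Each list holds genes expressed in the cecum of NC birds as well. The challenged birds were kept in another room than the NC birds, so room and challenge cannot be told apart for any of these patterns.

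The T cell genes were higher in both challenged groups than in NC. Of the 9 genes of the list 8 were tested, none of them in another list or in Table S2, and the most abundant was *CD3E*, at 132 CPM in NC, 266 in PC and 403 in BS + ET. The median log2 fold change of the list was 1.62 in PC versus NC (camera adjusted p = 0.00664) and 1.97 in BS + ET versus NC (camera adjusted p = 0.000961). Relative to the NC mean, the median of the list was 1.19 to 1.85 in the 3 PC birds and 1.42 to 2.60 in the 3 BS + ET birds, against -0.32 to 0.36 in NC. Both calls hold under fry (adjusted p = 0.0161 and 0.0102) and not with an estimated correlation (0.823 and 0.755). Over the alternatives the adjusted p ranged from 0.00121 to 0.823 and from 7.82e-05 to 0.755. A length trend as the cause is argued against by the test with the trend removed, where the larger adjusted p from camera was 0.00638. A single library as the cause is argued against as well: with each of the 9 libraries left out in turn the lowest median was 1.45 and the largest adjusted p from camera 0.0326. A smaller share of epithelium would raise other cell types alike. It is argued against gene by gene, since the median of the B cell and plasma cell list decides nothing with genes that go both ways: the T cell list rose more than each of its 8 genes in both comparisons, by more than the SD of this difference within a group, and the smallest difference was 0.687 (*BTK* in PC versus NC, SD 0.513). Against the endothelium list this held for all 7 genes in PC versus NC and for 4 of the 7 in BS + ET versus NC. A larger number of T cells, a stronger expression of these genes after the challenge, and the room stay open.

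The smooth muscle genes were higher in PC than in NC, with a median log2 fold change of 1.20 (camera adjusted p = 0.0308). All 10 genes of the list were tested, none of them in Table S2, and *ACTG2* was the most abundant, at 1511, 4658 and 3104 CPM in NC, PC and BS + ET. The median of the list relative to the NC mean was 1.20 to 1.42 in the PC birds and -0.80 to 0.74 in the NC birds, so the NC birds differed among themselves. Neither fry (adjusted p = 0.0965) nor the estimated correlation (0.823) called the list, and over the alternatives the adjusted p ranged from 0.00638 to 0.823. The test with the length trend removed (camera adjusted p = 0.00638) argues against that trend as the cause. A single library as the cause is argued against by the size of the change, with a lowest median of 1.06 when each library is left out and all PC birds above all NC birds. The call itself was lost without NC-1 (camera adjusted p = 0.0517), NC-3 (0.146) or PC-3 (0.0722). A smaller share of epithelium, which would raise other cell types alike, is argued against by the endothelium list: the smooth muscle list rose more than each of its 7 genes, by at least 0.829 (*PECAM1*, SD within a group 0.39), and none of the 7 was called or rose by more than 0.46. Against the B cell and plasma cell list it rose more beyond the SD for 3 of 8 genes. A deeper piece of the gut wall taken in sampling could raise these genes as well and was not tested.

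The cell cycle genes were higher in PC than in NC, with a median log2 fold change of 0.94 (camera adjusted p = 0.0273), from 7 tested genes of the 10 in the list, 1 of which is in Table S2. The most abundant was *TOP2A*, at 139, 266 and 223 CPM in NC, PC and BS + ET, and the median of the list in the PC birds was 0.874 to 1.25 above the NC mean. The call holds under fry (adjusted p = 0.0493) and not with an estimated correlation (0.823). With the length trend removed the list was called (camera adjusted p = 0.0137), which argues against that trend. A single library as the cause is argued against by a lowest median of 0.76 with each left out and by PC birds that all lie above the NC birds, though the call was lost without PC-3 (camera adjusted p = 0.0722). Over all alternatives the adjusted p ranged from 0.00999 to 0.823. Dividing cells of the host after the challenge and the room stay open. The list is not tied to a cell type, so a smaller share of epithelium was not weighed for it.

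Macrophage genes were higher in BS + ET than in NC, with a median log2 fold change of 1.31 over 6 tested genes of 8 (camera adjusted p = 0.0308), and 2 of the list are in Table S2. *CSF1R* was the most abundant, at 299 CPM in NC, 245 in PC and 551 in BS + ET. The median of the list was 1.15 to 1.58 above the NC mean in the BS + ET birds. fry called the list (adjusted p = 0.0102) and the estimated correlation did not (0.755), the ends of the range over the alternatives. The length trend is argued against by an adjusted p of 0.0231 from camera with the trend removed, and a single library by a lowest median of 1.22 and a largest adjusted p of 0.0437 with each left out. A smaller share of epithelium stays open: the endothelium list rose as well, with a median of 0.79, and the macrophage list rose more than its gene *CLDN5* by only 0.0671 (SD 0.614). More macrophages, or more expression of these genes, in the challenged birds stay open too. The same list was not called in PC versus NC, with a median of 0.74 (camera adjusted p = 0.385), and the difference between the 2 comparisons is that of BS + ET versus PC, given among the other observations.

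The fibroblast and matrix genes were higher in BS + ET than in NC, with a median log2 fold change of 0.99 (camera adjusted p = 0.0453). All 9 genes were tested, 5 of them are in Table S2, and *COL3A1* was the most abundant, at 2383, 1553 and 6563 CPM in NC, PC and BS + ET. The BS + ET birds differed in the median of the list, with 1.10, 0.321 and 1.71 above the NC mean. Neither fry (adjusted p = 0.10) nor the estimated correlation (0.755) called it, and over the alternatives the adjusted p ranged from 0.00697 to 0.755. The test with the length trend removed argues against that trend (camera adjusted p = 0.0231). A single library stays open: the lowest median with each left out was 0.74, but 1 BS + ET bird, at 0.321, lay below 1 NC bird, at 0.462, and the adjusted p from camera was 0.120 without NC-3, 0.0539 without PC-1, 0.0504 without PC-2, 0.0555 without PC-3 and 0.0867 without BS + ET-3, and it was 0.103 with total counts in place of TMM. A smaller share of epithelium stays open as well, since *CLDN5* of the endothelium list rose more than this list, with a difference of -0.187 (SD 0.504).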

How the results depend on the processing

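Of the alternatives here, DESeq2 on only the 2 groups compared with no low-count filter was chosen only after the data were seen. Counts are given as up-regulated and down-regulated genes unless said otherwise.

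The counts against NC moved by less than 1.5 times under most of the 17 alternatives other than leaving out a library (3 of them fit only the 2 groups compared), under 15 for each count except the down-regulated genes of BS + ET versus NC (14). The exceptions were the test against a minimum log2 fold change of 0.58 (glmTreat) and an adjusted p under 0.01, and for the last count also total counts. glmTreat called 1541 and 1442 genes in PC versus NC and 1445 and 1463 in BS + ET versus NC, and the stricter threshold called 1689 and 1883, and 1499 and 1728. Total counts in place of TMM gave 1718 down-regulated genes in BS + ET versus NC. With each library left out in turn, PC versus NC gave 2123 (without NC-1) to 3043 (without BS + ET-3) up-regulated and 1871 (without PC-2) to 2930 (without BS + ET-2) down-regulated genes. BS + ET versus NC gave 1958 (without NC-1) to 2650 (without PC-3) and 2099 (without NC-3) to 2489 (without BS + ET-2).

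The counts of BS + ET versus PC, 577 and 342, depended on the processing far more, with 7 and 5 of the 17 alternatives within 1.5 times. DESeq2 called 1052 and 686 genes on all 9 libraries, 1013 and 663 on only the 2 groups, and 992 and 642 on the 2 groups with no filter. In the simulated data DESeq2 found more of the changed genes than edgeR and made more false calls. Total counts gave 887 and 157, no filter left 214 down-regulated genes, and 224 were called down-regulated with the mitochondrial genes left out. With the length trend removed edgeR called 284 and 51. The 2-group edgeR fit called 0 and 0, with 3594 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.0514. glmTreat called 0 and 0 (1145 genes at an unadjusted p under 0.05), and so did an adjusted p under 0.01 in edgeR, since the lowest was 0.0138 (3767 genes at an unadjusted p under 0.05). With single libraries left out the counts were 0 to 682 and 0 to 307: 354 and 208 without NC-1, 353 and 223 without NC-2, 313 and 170 without NC-3, 131 and 22 without PC-3, 207 and 70 without BS + ET-1, 682 and 307 without BS + ET-2, and 74 and 15 without BS + ET-3. Leaving out PC-1 or PC-2, edgeR called 0, with 2950 and 2888 genes at an unadjusted p under 0.05. The 2-group fits and those without a library hold fewer samples. Beyond that, the cause was not tested. In simulated data edgeR found 59.4% of the changed genes with the 2 groups alone. Each simulated change was larger than 0.89, the median absolute log2 fold change of the genes called in the main fit. The simulation thus cannot tell whether the sample number of the 2-group fit by itself gives 0 calls for changes of the observed size. Fits without a library were not simulated.

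The replicate number as a block was tried although the numbers do not pair the birds: over the 9 pairs of groups and numbers the correlation of their deviations was between -0.20 and 0.086. With the replicate block edgeR called 0 and 0 genes in BS + ET versus PC (3271 at an unadjusted p under 0.05), and with the block and the length trend removed 0 and 0 (2705), against 2310 and 2512 in PC versus NC and 2183 and 2356 in BS + ET versus NC with the block. Since the numbers do not pair the birds, the block is no evidence of a weaker effect. In the simulated data it found 59.9% of the changed genes, and the cause of the 0 calls was not tested.

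Of the genes of Table S2 for BS + ET versus PC, 551 up-regulated and 309 down-regulated ones were called. The counts were 270 and 47 with the length trend removed, and 0 and 0 with the 2-group edgeR fit, the replicate block, the block with the length trend removed, glmTreat and an adjusted p under 0.01. For the down-regulated genes they were also 151 with total counts, 203 with no filter, 465 with DESeq2 on the 2 groups and 466 with DESeq2 on the 2 groups and no filter. With single libraries left out they ranged from 0 (without PC-1 or PC-2) to 475 (without BS + ET-2) and from 0 to 207 (without NC-2). Of the 74 genes of the 7 pathways of Table S4, 52 were called, 22 with the length trend removed, and 0 with the 2-group edgeR fit (74 at an unadjusted p under 0.05), the replicate block (73), the block with the length trend removed (72), glmTreat (50) and an adjusted p under 0.01. Leaving out single libraries gave 0 to 42, the latter without BS + ET-2.

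The Spearman rho of log2 fold change on gene length in BS + ET versus PC was 0.291, with 0.326 for genes of at least 10 counts in every library, and 0.256 (without PC-2) to 0.284 (without NC-2) with a library left out. The mitochondrial share in BS + ET minus PC was -2.93 percentage points of the counts and -4.65 of the FPKM, and in PC minus NC 2.91 and 5.12, since FPKM weights short genes more. Of the 14 marker lists 3, 4 and 2 were called in PC versus NC, BS + ET versus NC and BS + ET versus PC. With an estimated correlation camera called 0 in each, and fry 0 in BS + ET versus PC. With a library left out, 1 (without PC-3) to 4 (without BS + ET-3) were called in PC versus NC, 2 (without NC-3) to 5 in BS + ET versus NC and 2 to 5 (without BS + ET-2) in BS + ET versus PC.

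For single named genes and marker lists 2259 values were computed under the alternatives. Of these 1810 had the direction and the side of the threshold given in the text, 286 were no longer past it, 133 passed it where the text reports no call, 30 belonged to lists not called and changed sign, and 0 called values reversed. Among the genes named for PC versus NC 158 of 161 values stayed on their side of the threshold and in BS + ET versus NC 148 of 161, but in BS + ET versus PC 947 of 1307. The alternative on GC content was not run, since it needs a genome sequence. Depth limits the genes with few counts, such as *GDF8* with 8 counts over the 3 PC libraries, where without BS + ET-3 the log2 fold change was 2.48.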

Differences from the paper's values

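No test in this part was chosen only after the result was seen, apart from the DESeq2 setting named as such below. The lowest number of clean reads per library in the paper's text is 18807009 (the paper's Table 2 lists fewer for BS + ET-2), and the lowest number of counts on genes here is 12462210. They are different quantities, since not every read is counted on a gene. None of the alternatives set before the data were examined changes the counts on genes, so none brings the values together.

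The paper's numbers of differentially expressed genes were within 1.5 times of those found here with the main edgeR fit. Over 25 settings this held in 22 to 25 for each count against NC. For BS + ET versus PC it held in only 10 for the up-regulated and 6 for the down-regulated genes. Of the 27 genes that the paper names as up-regulated in BS + ET versus PC 21 were called by edgeR, and 6 were not past the threshold: *RDX* (log2 fold change 0.67, edgeR adjusted p = 0.0531), *CLDN5* (0.88, 0.0632), *CGNL1* (1.68, 0.0563), *CAT* (0.81, 0.198), *DGKD* (0.62, 0.0800) and *PIK3CG* (0.67, 0.0751). All 6 had the direction that the paper gives. DESeq2 on only the 2 groups, with the filter used here and with none, called all 27. The setting with no filter was chosen after seeing the values and drops 0 of these 27 genes. Its log2 fold changes lie within 0.005 of all those in Table S2. Calls of the paper's genes by DESeq2 on the 2 groups, here and below, are thus not independent evidence. DESeq2 on all 9 libraries and total counts in place of TMM each called 25, not *CAT* and *DGKD*. *RDX* was also called with upper-quartile scaling, limma-voom, at least 10 counts in every library, and the mitochondrial genes left out, and *CGNL1* under the last pair of these and without BS + ET-2.

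Of the genes that the paper selected as down-regulated for qRT-PCR, *COX3* (log2 fold change -1.05, edgeR adjusted p = 0.0509) and *COX16* (-0.85, edgeR adjusted p = 0.0654) were not called, while *ND1* (-0.92) and *GPX1* (-1.11) were. Both were called by DESeq2 on all 9 libraries and on only the 2 groups, with the filter or with none (the latter chosen after seeing the values), and, in edgeR, among genes with at least 10 counts in every library, and *COX3* also by limma-voom and without NC-1.

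The paper lists 74 genes as up-regulated in the 7 pathways discussed, and 52 of them were called here. The other 22 were higher in BS + ET as well, with edgeR adjusted p from 0.0501 to 0.176. DESeq2 on only the 2 groups called 73, all but *MKNK1* (DESeq2 adjusted p = 0.055), as did DESeq2 on the 2 groups with no filter, which was chosen after seeing the values and drops 1 of the paper's 74 genes. DESeq2 on all 9 libraries called 19 of the 22 genes, total counts 13, the mitochondrial genes left out 6, at least 10 counts in every library 6, upper-quartile scaling 3, RLE 2 and limma-voom 2. Leaving out BS + ET-2 called 5 of them and leaving out NC-3 called 1, ENSGALG00000042388. Of the 12 genes that the paper lists as down-regulated in these pathways 6 were called, and all 12 were lower in BS + ET. DESeq2 on all 9 libraries and on only the 2 groups called all 12, as did DESeq2 on the 2 groups with no filter, which was chosen after seeing the values and drops 0 of them. Of the 6 not called, limma-voom called *DUSP4* and *TXN*, at least 10 counts in every library *JUND*, and leaving out NC-1 *GADD45B*, all named after their values were seen.

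The log2 fold changes in Table S2 of the 31 genes named in the text differed from those here by at most 0.07, for *GDF8*, less than their standard errors. *GDF8* stands on 2 lines of the up-regulated sheet. From the entry of *NHLRC2* onward, the FPKM column of BS + ET-3 on that sheet is shifted by 1 line: 769 values equal that of the next entry in the deposited table, within 0.1%, and 16 are in place. The paper's methods name GOseq for the enrichment of GO terms, and the p-values of all 2639 terms in Table S3 equal those of a plain hypergeometric test within 0.1%.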

Other observations

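The tests of other splits of the libraries were set in advance, as were those of the BS + ET-3 library and the length trend on the fibroblast and epithelium genes and that of the scaling on *ACTB*. The tests of the length trend in BS + ET versus PC, of the mitochondrial share, of the share of epithelium, of the loss of epithelium and of skeletal muscle were chosen only after the result was seen.

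The number of genes called was set against the other splits of the same 6 libraries into 3 and 3. In each of the 3 comparisons 1 of the 10 splits, the real one, gave as many calls. A chance split cannot be excluded on this ground, because 3 against 3 libraries never give a share under 0.05. In the other 9 splits edgeR called 0 genes in each comparison, with 157 to 382 genes at an unadjusted p under 0.05 in PC versus NC, 181 to 1303 in BS + ET versus NC and 252 to 1085 in BS + ET versus PC. The other tools were not run on these splits.

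Short genes were lower and long genes higher in BS + ET than in PC, with a Spearman rho of 0.291 across genes, which are not independent. It was -0.203 in PC versus NC. Length bias of single libraries is argued against: the lowest rho of a BS + ET library against a PC library was 0.184, above the 0.106 reached within a group. Leaving out 242 mitochondrially encoded, ribosomal protein and respiratory chain genes gave 0.277, which argues against these families as the cause. Sequencing depth is argued against too, since the median total of BS + ET lies only 1.08% below that of PC and their ranges overlap. A length bias shared by the 3 PC libraries, from RNA integrity or library preparation, stays open: in BS + ET versus NC, the comparison without PC, rho was -0.053, so it is PC that stands apart, and this cannot be told apart from an effect of the challenge that the probiotic offsets. The trend is not the whole cause of the calls in BS + ET versus PC, as 314 genes were called in the same direction with it removed, but it may account for part of them, since 284 up-regulated and 51 down-regulated genes were then called.

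The mitochondrially encoded genes held 3.23% ± 0.67 of the counts in NC, 6.14% ± 0.70 in PC and 3.21% ± 0.13 in BS + ET (SD, n = 3 birds). The difference was -2.93 percentage points in BS + ET versus PC and 2.91 in PC versus NC (exact permutation test, two-sided, p = 0.10, the smallest that 3 birds against 3 allow). MT-CO1 as the only cause is argued against, since without it the share still differed by -1.87 percentage points, with PC at 3.52% to 4.31% and BS + ET at 2.03% to 2.25%. The length trend stays open, because these genes are short. With it removed, their median log2 fold change in BS + ET versus PC was -0.66 in place of -0.96, and edgeR called 0 of the 12 in place of 9, with 10 at an unadjusted p under 0.05 (DESeq2 and limma-voom were not run with it removed).

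Genes called in BS + ET versus PC had more often been called in the opposite direction in PC versus NC than in the same one. Of the 919 genes called in BS + ET versus PC, 304 were called down-regulated in PC versus NC and then up-regulated, 184 up-regulated and then down-regulated, 19 up-regulated in both and 28 down-regulated in both. The 304 are a small part of the 2830 genes called down-regulated in PC versus NC. The 2 comparisons share the PC libraries, which by itself makes their fold changes run against each other. Pearson's r of the fold changes across genes was -0.242, and in 20 simulated draws it was between -0.188 and -0.143 with BS + ET equal to PC and between -0.545 and -0.471 with no group changed. With a library left out r was -0.355 (without PC-3) to -0.159 (without BS + ET-2), the latter within the draws with BS + ET equal to PC. In those draws edgeR called 0 genes down-regulated and then up-regulated and at most 1 up-regulated and then down-regulated (other tools were not run on them). With BS + ET equal to PC, at most 1 gene was called in BS + ET versus PC at all. The draws therefore cannot tell how far the shared libraries shape the directions of the 304 and 184 genes.

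The fibroblast and matrix genes were higher in BS + ET than in PC, with a median log2 fold change of 1.41 (camera adjusted p = 0.000197, called without each of the 9 libraries in turn with adjusted p up to 0.000419). Neither fry (adjusted p = 0.148) nor an estimated correlation (0.829) called the list, and over the alternatives the adjusted p ranged from 1.45e-05 to 0.829. The BS + ET-3 library alone is argued against as the cause, since the median was 0.85 without it, though it carries part of the size. The length trend is argued against by a median of 1.27 with the trend removed. A smaller share of epithelium stays open. The list rose more than each of the 10 smooth muscle genes, by at least 1.28 (*MYH11*, SD within a group 0.641), but it was compared with no other list. All 7 tested endothelium genes were also higher in BS + ET than in PC, with a median of 0.70. Repair of the tissue in the birds fed *B. subtilis* is a hypothesis that may explain this, and a different depth of the tissue sampled was not tested. The macrophage genes were also higher in BS + ET than in PC, with a median of 0.70 (camera adjusted p = 0.0284), but not without BS + ET-3 (0.0521, within 0.00498 to 0.829 over the alternatives), nor under fry (0.148).

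The epithelium genes were lower in BS + ET than in NC, with a median log2 fold change of -1.96 over 8 tested genes of 12 (camera adjusted p = 0.0453). *EPCAM*, the most abundant, was at 3215 CPM in NC, 992 in PC and 510 in BS + ET. The list was not called without NC-3 (camera adjusted p = 0.0541), under fry (0.0931) or with an estimated correlation (0.755), and over the alternatives the adjusted p ranged from 0.00697 to 0.755. BS + ET-3 alone is argued against as the cause by a median of -1.34 without it, although its median of -5.48 relative to the NC mean lies far from -1.76 and -1.24 in the other two birds. The length trend is argued against by a median of -1.91 with it removed. All 8 tested genes were lower, as both a loss of epithelium in the bird and a different depth of the tissue sampled would give, so these cannot be told apart. The list was at -1.08 in PC versus NC and was called only without BS + ET-3 (camera adjusted p = 0.0358), and in BS + ET versus PC it was at -0.98 and was called only without BS + ET-2 (camera adjusted p = 0.0102). In BS + ET versus PC its median was -1.58 without BS + ET-2 but -0.41 without BS + ET-3 (camera adjusted p = 0.389). A difference in tissue make-up between birds could thus underlie part of the calls for single genes.

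The other lists were not called by camera in any comparison, with adjusted p from 0.154 to 0.904, but fry called skeletal muscle (adjusted p = 0.00545) and heterophil (0.00545) in PC versus NC and heterophil in BS + ET versus NC (median log2 fold change 1.79, adjusted p = 0.0143). In PC versus NC and BS + ET versus PC their median log2 fold changes were 1.01 and -0.16 for skeletal muscle (2 tested genes of 15), -0.86 and 0.30 for erythrocyte (3 of 12), 0.24 and 0.25 for B cell and plasma cell (8 of 8), 2.41 and -0.92 for heterophil (6 of 9), 0.83 and -0.62 for enteric neuron and glia (8 of 8), -0.58 and 0.46 for adipocyte (6 of 6), and -0.52 and -0.29 for liver (6 of 8), and in BS + ET versus PC 0.70 for endothelium (7 of 8). The mean and the median of the B cell and plasma cell list differed in sign in all 3 comparisons, as did the test and the median of the adipocyte list in BS + ET versus NC and the test and the mean of the liver list in BS + ET versus PC. In the comparisons where they were not called, the lists described above had medians of 0.88 (BS + ET versus NC, camera adjusted p = 0.149) and -0.44 (BS + ET versus PC, 0.154) for smooth muscle, 0.70 (0.133) and -0.38 (0.154) for cell cycle, 0.45 in BS + ET versus PC for T cell (0.264), and -0.27 in PC versus NC for fibroblast and matrix (0.770). Some of these lists were called under another setting, and over the alternatives the adjusted p of the 13 pairs of list and comparison with such a call ranged from 0.000413 to 0.953. Endothelium was called in BS + ET versus PC without PC-1 (camera adjusted p = 0.0325) or BS + ET-2 (0.00539) and in BS + ET versus NC without BS + ET-2 (0.0351), and enteric neuron and glia in BS + ET versus PC without BS + ET-3 (0.0327). In BS + ET versus PC smooth muscle was called at -0.53 on all 9 libraries with the length trend removed (camera adjusted p = 0.0120) and at -1.08 without BS + ET-3 (0.000413), T cell was called without BS + ET-1 (0.0354), and cell cycle without NC-2 (0.0461) or BS + ET-2 (0.0477). In BS + ET versus NC smooth muscle was called without NC-2 (0.0261) and cell cycle without NC-1 (0.0453).

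*GDF8*, the gene of myostatin, was higher in BS + ET than in PC. Skeletal muscle in the BS + ET samples as the source is argued against: of 10 skeletal muscle genes with values, 2 lay above *GDF8* in BS + ET, *ACTA1* at 104 CPM against 176 in PC and *TNNT3* at 3.79 against 2.79, while muscle would bring its abundant transcripts in far larger amounts.

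*ACTB*, the reference gene of the qRT-PCR, was higher in PC than in NC, with adjusted p from 1.39e-06 to 0.0762 over the alternatives with edgeR, DESeq2 or limma-voom, apart from glmTreat (edgeR adjusted p = 0.273). Scaling of the libraries as the cause is argued against, since the lowest log2 fold change under the 4 scalings was 0.72 and each called it. It was not called without PC-1 (0.75, edgeR adjusted p = 0.0608) or with the length trend removed (0.64, edgeR adjusted p = 0.0502). In BS + ET versus NC it was called at 0.60 (edgeR adjusted p = 0.0480), in 1 of the 9 fits that leave out a library. Where qRT-PCR values are set relative to *ACTB*, this difference could lower the ratio of another gene in PC against NC, which was not tested. Between BS + ET and PC no such difference was detected.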
